# CpG-Activated Regulatory B-Cell Progenitors Alleviate Murine Graft-Versus-Host-Disease

**DOI:** 10.3389/fimmu.2022.790564

**Published:** 2022-04-11

**Authors:** Viviane A. Agbogan, Pauline Gastineau, Emmanuel Tejerina, Saoussen Karray, Flora Zavala

**Keywords:** allogeneic stem cell transplantation (allo-SCT), regulatory B-cell progenitors, CpG-proBs, cell therapy, fibrosis, Bregs: regulatory B cells, graft-versus host disease

## Abstract

Development of Graft Versus Host Disease (GVHD) represents a major impediment in allogeneic hematopoietic stem cell transplantation (HSCT). The observation that the presence of bone marrow and circulating hematogones correlated with reduced GVHD risks prompted us to evaluate whether B-cell progenitors, which provide protection in various autoimmune disease models following activation with the TLR-9 agonist CpG (CpG-proBs), could likewise reduce this allogeneic disorder. In a murine model of GVHD that recapitulates an initial phase of acute GVHD followed by a phase of chronic sclerodermatous GVHD, we found that CpG-proBs, adoptively transferred during the initial phase of disease, reduced the diarrhea score and mostly prevented cutaneous fibrosis. Progenitors migrated to the draining lymph nodes and to the skin where they mainly differentiated into follicular B cells. CpG activation and IFN-γ expression were required for the protective effect, which resulted in reduced CD4^+^ T-cell-derived production of critical cytokines such as TGF-β, IL-13 and IL-21. Adoptive transfer of CpG-proBs increased the T follicular regulatory to T follicular helper (Tfr/Tfh) ratio. Moreover, CpG-proBs privileged the accumulation of IL-10-positive CD8^+^ T cells, B cells and dendritic cells in the skin. However, CpG-proBs did not improve survival. Altogether, our findings support the notion that adoptively transferred CpG-proBs exert immunomodulating effect that alleviates symptoms of GVHD but require additional anti-inflammatory strategy to improve survival.

## Introduction

Graft-versus-host disease (GVHD), a donor cell-mediated immune disorder presenting in sequential acute and chronic forms, represents a major drawback for long-term effectiveness of allogeneic hematopoietic stem cell transplantation (HSCT) in hematologic malignancies. Efforts to improve immune regulation to prevent this disease have remained challenging. In addition to regulatory T cell deficiencies in both acute (1) and chronic (2, 3) GVHD, aberrant B cell homeostasis (4), with reduced generation of bone marrow (BM) B lymphoid progenitors (5), low frequencies of naive and memory cells, and a regulatory B cell (Breg) cell defect have recently been described (6, 7) in chronic GVHD. This led to the hypothesis that tolerogenic B-cell progenitors might play a role in the outcome of HSC transplantation. In accordance with this hypothesis, high numbers of donor BM B-cell progenitors were inversely correlated with the occurrence of GVHD in its acute (aGVHD) (8, 9) or chronic (cGVHD) form (10, 11) in HSC-transplanted patients. More recent studies have shown that their expansion at the time of engraftment heralded less frequent development of acute severe GVHD with increased mature B-cell counts and IgG levels post-HSCT (12, 13). Circulating B-cell progenitors have been detected in very low numbers in patients with low-grade acute GVHD scores (14). Whether they exhibit any suppressive properties either directly or by promoting the emergence of other regulatory cell types involved in GVHD inhibition remains unknown so far.

We have recently shown in mice that MyD88-dependent activation of BM cells by the Toll-like receptor-9 (TLR-9) agonist CpG-B as well as its injection *in vivo*, induced the emergence within the BM of a B-cell progenitor population, at the pro-B cell stage of differentiation, endowed with potent suppressive properties against autoreactive CD4^+^ T cells. Importantly, these progenitors migrated into the autoimmune reaction sites and differentiated *in vivo* into several more mature B-cell subsets, which also shared suppressive properties (15–17). This *in vivo* maturation of the CpG-proBs into suppressive Bregs may account for the long-lasting effect of a single injection of CpG-proBs as well as for their remarkable suppressive potency. Indeed, as few as 60,000 CpG-proBs injected once at the onset of clinical signs were able to provide protection against nonobese type 1 diabetes (T1D) (15) and EAE (16), a murine model of multiple sclerosis.

The efficacy of CpG-proBs in murine autoimmunity models prompted us to examine whether this activated population could likewise provide protection in an allogeneic setting, namely a murine model of GVHD (18) that has been reported as developing along sequential acute and chronic phases and also for sharing features of autoimmune inflammation. To this end, we evaluated the effect of CpG-proBs on GVHD in terms of severity of diarrhea, skin fibrosis and survival. We examined how these cells migrated into diverse sites of the allogeneic response, including mesenteric lymph nodes (mLN), peripheral lymph nodes (pLN) and skin and analyzed their differentiation into more mature B-cell subsets. We further assessed their capacity to modulate the cytokine profile during GVHD and determined which cytokines were required for protection. Finally, we investigated how the administration of CpG-proBs affected the T follicular regulatory (Tfr) to T follicular helper (Tfh) cell ratio (Tfr/Tfh), which is key in controlling the CD4^+^ T-B cell interaction taking place in GVHD.

## Materials and Methods

### Mice

Female Balb/c mice were obtained from Janvier Laboratories (Le Genest Saint Isle, France) and maintained under acidified water upon arrival. Donor cells were from specific pathogen free (SPF) C57BL/6J mice (from Janvier laboratories), congenic CD45.1^+^ C57BL/6J, Actin-GFP knock-in (KI) C57BL/6J, IFN-γ deficient C57BL/6J mice, all raised in our accredited animal facility at Institut Necker Enfants Malades under pathogen-free conditions. All mice were backcrossed for at least ten generations.

### GVHD Induction and Clinical Scoring

Balb/c mice (female, 10 wk-old) were irradiated at 5.8 Gy in a Faxitron X-Ray irradiator at day 0 and reconstituted at day+1 by i.v. retro-orbital injection with 5 x 10^6^ T- and B-cell-depleted BM cells as well as 1 x 10^6^ splenocytes from C57BL/6J donors. Clinical evolution of GVHD was scored over 60-80 days, for survival, diarrhea, weight, posture, mobility and skin damage (18).

### T- and B-Cell Depletion of BM Cells

Donor T- and B-cell-depleted (TBCD) BM cells were isolated by flushing femurs and tibias from donor mice with RPMI 1640. After centrifugation, cells were stained for 15 min with anti-CD3-PE and anti-CD19-PE in PBS, 2% FCS and rat anti-mouse IgG and sheep anti-mouse IgM were added. Depletion was completed with anti-rat and anti-sheep beads, respectively (ThermoFisher Scientific) after 3 passages over a magnet in 5ml tubes. The TBCD-BM fraction contains mainly myeloid, precursor and stem cells.

### B-Cell Progenitor Sorting and Expansion

CpG-proB cells were isolated from C57BL/6J BM cell cultures activated with 1 μM CpG-1668 (CpG-B) (Eurogentec, Angers, France) for 17h in low endotoxin-RPMI medium (Fisher Scientific, Illkirch, France) supplemented with 10% (vol/vol) FCS and 1% antibiotics (penicillin and streptomycin). c-kit^+^ cells were magnetically sorted using the Robosep automaton (StemCell Technologies, Grenoble, France) and thereafter stained with appropriately labeled mAbs and sorted by flow cytometry on a BD FACS Aria IIIu cell-sorter as c-kit^+^Sca-1^+^B220^+^PDCA-1^-^IgM^-^ cells. Electronically sorted B-cell progenitors were cultured on plates at 20,000 cells/ml over OP-9 stromal cells in OPTIMEM medium (Gibco) supplemented with 10% FCS, 1% antibiotics, 0.1% β-mercaptoethanol and 20 ng/ml Flt3L, SCF (Immunotools, Frisoythe, Germany) and IL-7 (Peprotech France, Neuilly-sur-Seine, France), achieving on average a 10-fold expansion of sorted CpG-proBs over 6 days. Expanded CpG-proBs were further stained and electronically sorted as c-kit^low/-^ Sca-1^+^B220^+^PDCA-1^-^IgM^-^ cells, routinely assessed as >95% pure, before i.v. injection through the retro-orbital sinus.

### Recovery of Cells From Lymph Nodes and Skin Samples

Inguinal (n=2), axillary and brachial (n=4), cervical (n=2) and mesenteric (n=3) lymph nodes were collected from GVHD controls and CpG-proB recipients, yielding equivalent cell counts in both groups. Skin samples were harvested and digested in RPMI medium (Fisher Scientific, Illkirch, France) supplemented with 1% (vol/vol) FCS, 1% antibiotics (penicillin and streptomycin), 1mg/mL collagenase D (Roche, Sigma COLLD-RO) and 1,000 IU DNase (Sigma-Aldrich, Fleury-Mérogis, France) for 45 min at 37°C [adapted from (19)].

### Flow Cytometry Analysis of Cell Subsets and Cytokine Expression

To block nonspecific Fc receptor binding, cells were pre-incubated for 10 min at room temperature with FcR blocker 2.4G2 mAb. Cells were then stained with appropriately labeled mAbs against CD4, B220, MHC II, PDCA-1, PDL-1, PDL-2, CD21, IgM, CD93, CD23, CD11b, F4/80 (eBioscience, ThermoFisher Scientific, Montigny-le-Bretonneux, France), c-Kit (CD117) (BioLegend, San Diego, CA), Sca-1 (anti-Ly6A/E), CD40, CD80, CD86, CD11c, CD8 (BD Bioscience/Pharmingen, Le Pont-de-Claix, France), CXCR5 (Sony, Weybridge, Surrey, UK) or GFP (ThermoFisher Scientific). Nuclear Foxp3 expression was measured by FACS analysis as per the manufacturer’s instructions (eBioscience, ThermoFisher Scientific). Positive cells were defined using an isotype control antibody. Intra-cytoplasmic cytokine expression was assessed after a 4-h stimulation with PMA (10 ng/ml) plus ionomycin (500 ng/ml) in the presence of Brefeldin A (2 mg/ml), followed by fixation/permeabilization with PFA/saponin and subsequent staining with specific antibodies including PE-labeled anti-TGF-β, PE-labeled anti-IL-27p28, PE-labeled anti-GM-CSF, APC-labeled anti-IL-10, APC-labeled anti–IFN-γ, APC-labelled anti-IL-21 (eBioscience), APC-labeled anti-IL-17 (BD bioscience), FITC-labeled anti-IL-6, PE-labeled anti-IL-13, APC-labeled anti-IL-4 (Sony) and FITC-labeled anti-TNF-α (Biolegend). Positive cells were defined using isotype Ab-stained controls (BD Biosciences and eBioscience). Membrane and intracellular antigen expression was analyzed in a FACS Canto II cytometer (BD Biosciences) using FlowJo software (Treestar, Ashland, OR).

### qRT-PCR Microarray Analysis in Skin Samples

Skin samples (2cm^2^) were collected from the back of GVHD controls or CpG-proB recipients at day+70, frozen in liquid nitrogen and stored at -80°C. Frozen tissues were then placed in Qiagen lysis buffer and dissociated using GentleMACS dissociator (Miltenyi Biotec, Paris, France). RNA was extracted with RNeasy Plus Universal mini-Kit (Qiagen, Courtaboeuf, France) following the manufacturer’s instructions. The A260/A280 values of all RNA samples ranged from 2.06-2.1. Production of cDNA from 1ng of total extracted RNA was performed using random primers (Invitrogen, ThermoFisher Scientific, Montigny-le Bretonneux, France) and reverse transcriptase superscript II (Life Technologies, Villebon-sur-Yvette, France). qRT-PCR array for measuring the expression of 80 genes of interest (and 8 house-keeping genes), targeting cytokines and fibrosis-related genes, was performed on a custom-made plate (Anygenes, Paris, France) with SYBRGreen, using a qTower2 thermal cycler (Analytic Jena, Jena, Germany). 

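The plate had 96 wells per animal, of which 84 held genes of interest, 8 held house-keeping genes, 2 were positive controls and 2 were negative controls. Each well gave a threshold cycle (Ct), the PCR cycle at which its SYBR Green signal crossed a set level. A lower Ct means more cDNA, and 1 cycle stands for a factor of 2 at full amplification efficiency. The genes of interest had Ct values from 21.04 to 36.39. The positive-control wells ranged from 18.0 to 19.2 and the negative-control wells from 28.2 to 30.1, so that 17 of the 82 genes tested had a mean Ct at or past the lowest value of a negative-control well. With the animals numbered as deposited, controls from 1 to 3 and recipients from 4 to 6, Kit and Mmp1a were not measured in every animal, as Kit had no Ct in GVHD controls 2 and 3 and in CpG-proB recipient 4, and Mmp1a had none in CpG-proB recipients 5 and 6. These 2 genes were left out, and 82 genes with at least 2 Ct values in each group were tested. The lowest negative-control Ct, 28.21, was of GVHD control 1 and served as the limit for all animals. In the other animals, the lowest negative-control Ct ranged from 28.74 to 29.55.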

See **Supplementary Table 1** for information on primers used in the qRT-PCR array.

Analysis was performed with Qlucore software (Lund, Sweden). 

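The house-keeping genes on the plate were Ppia, Actb, Tbp, B2m, Rplp0, Hprt, Tfrc and Gusb. Their mean Ct was 22.0 ± 0.896 (SD, n = 3) in GVHD controls and 22.6 ± 0.777 (SD, n = 3) in CpG-proB recipients. The difference of 0.588 cycles was within the spread between animals (two-sided exact permutation test, p = 0.5), and with each animal left out it ranged from 0.0983 without control 1 to 1.03 without recipient 4. Without normalization, Actb had the largest difference between the groups, 1.62 cycles (exact permutation p = 0.1, the smallest that 3 animals against 3 allow). Hprt followed with 1.32 cycles (exact permutation p = 0.4). Less the mean of all house-keeping genes, B2m differed most, by −1.35 cycles in recipients, and had the largest pooled SD within the groups (0.79). The ΔΔCt of a gene is its difference in Ct between the groups less that of a reference. For 79 of the 84 genes, the ΔΔCt in the authors' deposited table equalled, within 0.01, the one computed with the geometric mean of the Ct of Ppia, Tbp, B2m, Rplp0, Tfrc and Gusb as the reference. This reference was the closest match among 502 combinations of house-keeping genes and type of mean. The mean Ct of these 6 genes was 22.2 ± 0.801 (SD, n = 3) in controls and 22.5 ± 0.696 (SD, n = 3) in recipients, a difference of 0.293 cycles (exact permutation p = 0.6).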

Results are expressed as 2-(delta delta Ct) and gene expression was normalized using the geometrical mean of 6 housekeeping genes. The threshold for the selection of differentially expressed genes was an expression fold-change ≥1.4 and a *p ≤* 0.05.

### Histology

Skin sections (4 μm thick) recovered from the back of mice at day+70 were fixed in 4% paraformaldehyde, embedded in paraffin and stained with H&E. Epidermal thickness was measured on scanned images with NDP.view software (Hamamatsu City, Japan).

### Statistics

Statistical analysis was performed using GraphPad Prism (GraphPad Software, La Jolla, CA). Normality and variance equality were assessed for every data set with Shapiro-Wilk test (for samples with n>5) or D’Agostino-Pearson (for samples with n ≤ 5) and F Test respectively. Survival curves were analyzed with Kaplan-Meier estimates. Disease curves and multiple cytokine production were analyzed using a two-way ANOVA test, with Bonferroni multiple comparison post-test. Cell proportions were analyzed using two-way ANOVA with Bonferroni multiple comparison, Student’s *t*-test or one-way ANOVA. Data are shown as mean ± SEM. *P* ≤ 0.05 was considered statistically significant.

## Results

### CpG-proBs Protect Against GVHD: Assessment of Cellular Dose and Therapeutic Window

After induction, GVHD went through an initial phase accompanied by diarrhea between day+2 and day+18 followed by a chronic stage from day+20 onwards, characterized by a second bout of diarrhea together with cutaneous manifestations. CpG-proBs were sorted as c-kit^+^Sca-1^+^B220^low^PDCA-1^-^IgM^-^ cells, as reported before (16) (**Supplementary Figure 1A**). A dose of 10^5^ CpG-proBs, previously shown to be effective in autoimmune settings, did not significantly reduce the severity of GVHD, when the adoptive transfer took place the day following reconstitution (**Supplementary Figure 1B**). To increase the amount of progenitors available for transfer, CpG-proBs were co-cultured with OP-9 stromal cells for 6 days. After a 10-fold expansion, on average, these progenitors were electronically sorted to routinely >95% purity. They shared a similar phenotype with CpG-proBs that had not been expanded, except for the loss of c-kit expression, presumably resulting from the presence of its ligand SCF in the expansion medium (**Supplementary Figure 1C**). When 7.5 x 10^5^ CpG-proBs per recipient were injected on day+2 post-irradiation (DPI), they provided significant protection, as assessed by reduced diarrhea and less skin damage but no significant increase in survival compared to controls with GVHD (**Figure 1**). By contrast, the same number of non-activated pro-B cell progenitors freshly sorted from the bone marrow as c-kit^+^Sca-1^-^B220^+^CD24^hi^CD43^hi^ cells (**Supplementary Figure 1C**) and expanded in the same conditions had no such effect (**Figure 1**). The same number of CpG-proBs adoptively transferred on day+9 conserved a reduced but still significant protection against disease symptoms, which was lost when injected on day+23 (**Figure 1**).

**Figure 1:**
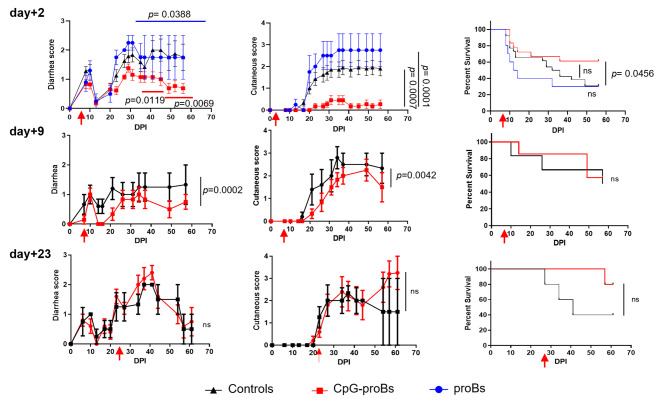
Effect of adoptively transferred CpG-proBs on GVHD symptoms. Balb/c recipients irradiated at 5.8 Gy on day-0, were reconstituted on day+1 with T- and B-cell depleted BM cells (5x10^6^ cells) and splenocytes (1 x 10^6^ cells) from C57BL/6J donors. CpG-proBs (7.5 x 10^5^cells) or proBs prepared from C57BL/6J donors and expanded in co-culture with OP-9 stromal cells were adoptively transferred on day+2, day+9 or day+23 post-irradiation (DPI) as indicated. Diarrhea, cutaneous scores and survival are shown over a period of 60-80 days. Results are expressed as means ± SEM. Adoptive transfer (or PBS injection in control GVHD mice) was performed on day+2 in GVHD control mice (N=30, black line), CpG-proB recipients (N=19, red line), proB recipients (N=10, blue line); on day+9, in GVHD controls (N=6, black line) and CpG-proB recipients (N=7, red line); on day+23, in GVHD controls (N=7, black line) and CpG-proB recipients (N=6, red line). Statistical analysis was performed with two-way ANOVA with Bonferroni post-tests for diarrhea score and cutaneous score and Kaplan-Meier estimates for survival; *p* values as indicated; ns=non significant.

CpG induced a strong upregulation of MHC class II, together with the co-stimulatory molecule CD80, as well as high CD40 expression on proB cell progenitors, thereby improving their capacity to interact with T-cells. There was no significant difference between CpG-proBs and their unstimulated counterpart, in terms of FasL expression, while PDL-1 was upregulated, compared with unstimulated controls, which did not display this molecule at significant levels (**Supplementary Figure 2A**). However, the difference between CpG-proBs and proBs became less pronounced after expansion on the OP-9 cell layer. Finally, FACS analysis of PMA+ionomycin-activated proBs and expanded CpG-proBs revealed no significant difference between their cytokine expression profiles (GM-CSF, TNF-α, IL-10 and IFN-γ) (**Supplementary Figure 2B**).

### CpG-proBs Migrate Into Peripheral Organs Where They Differentiate

We took advantage of CpG-proBs derived from actin-GFP-knock-in (KI) mice to track their migration in recipients. On day+15, B220^+^GFP^+^ cells, gated as in **Figure 2A**, represented 20-30% of all B cells analyzed and were detected exclusively in CpG-proB recipients, in mesenteric (mLN) and peripheral lymph nodes (pLN) as well as in the skin (**Figure 2B**). Using a gating strategy based on relative expression of IgM, CD21, CD23 and CD93 (20–22) in all tissues examined, approximately 40% B220^+^GFP^+^ cells displayed a CD21^low^CD23^+^CD93^-^IgM^+^ phenotype (**Figures 2C, D**), similar to follicular B (FoB) cells, previously identified as the major CpG-proB progeny in NOD mice (15).

**Figure 2:**
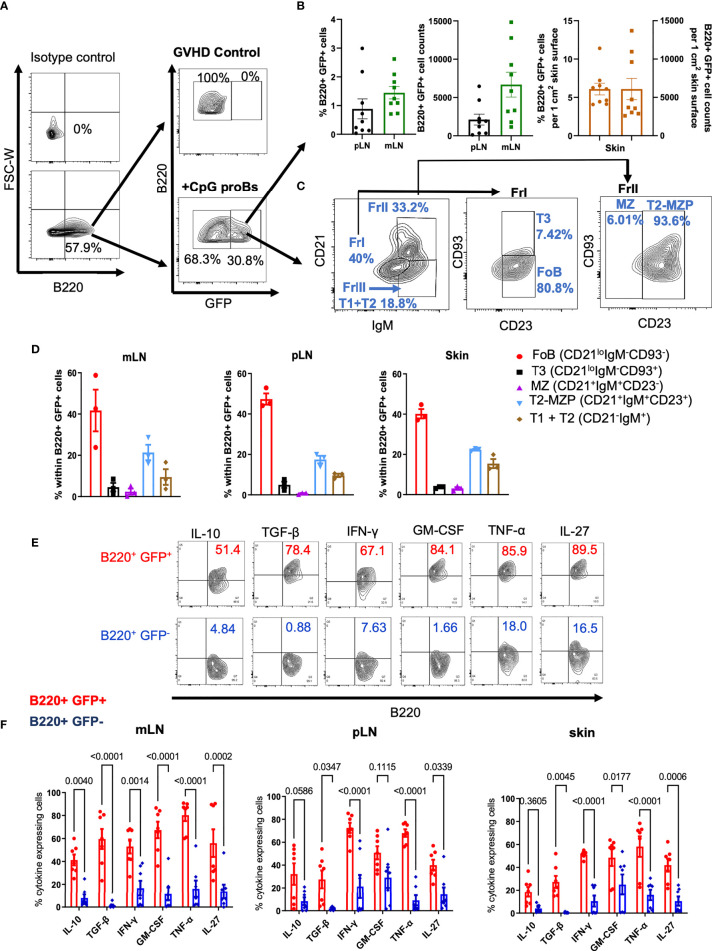
Migration, differentiation and cytokine expression of CpG-proBs in GVHD mice. CpG-proBs, isolated from the BM of actin-GFP-KI C57BL/6J donors, were adoptively transferred on day+2 post-irradiation. **(A)** Gating FACS procedure of B220^+^ GFP^+^ cells, shown on day+15 in mesenteric lymph nodes (mLN), in controls with GVHD and in CpG-proB recipients, isotype antibody controls being used to define positivity. **(B)** The migration of B220^+^GFP^+^ cells was traced and analyzed by FACS on day+15 in peripheral and mesenteric lymph nodes (pLN), mLN) and skin. Indicated are percentages of B220^+^GFP^+^ cells among all recovered cells. In the skin, percentages and counts of B220^+^GFP^+^ cells are indicated per 1 cm^2^ of skin surface. **(C, D)** Differentiation of CpG-proBs **(C)** and phenotype of the B220^+^GFP^+^ progeny assessed on day+15 in mLN. Isotype antibody controls were used to define positivity. The various B-cell subfractions were defined as FoB (CD21^lo^IgM^-^CD93^-^), T3 (CD21^lo^IgM^-^CD93^+^), MZ (CD21^+^IgM^+^CD23^-^), T2-MZP (CD21^+^IgM^+^CD23^+^) and T1+T2 (CD21^-^IgM^+^) cells. **(D)** CpG-proB differentiation on day+15 in mLN, pLN and skin. **(E, F)** Cytokine expression by the CpG-proB progeny on day+15. **(E)** FACS profiles of cytokine (IL-10, TGF-β, IFN-γ, GM-CSF, TNF-α and IL-27) expression by CpG-proB-derived B220^+^GFP^+^ and non-CpG-proB-derived B220^+^GFP^-^ cells in the mLN. **(F)** Percent cytokine expressing B220^+^GFP^+^ (red) and B220^+^GFP^-^ (blue) cells in mLN, pLN and skin. Statistical analysis was performed with two-way ANOVA with Bonferroni multiple comparisons. **(B, D, F)** Results are expressed as mean ± SEM of 3-9 mice per group.

### Cytokines Are Expressed in the Peripheral CpG-proB Progeny

Twenty to 80% B220^+^GFP^+^ cells expressed various cytokines, including IL-10, TGF-β, IFN-γ, GM-CSF, TNF-α and IL-27, compared with only 10-25% positive cells among the non-CpG-proB-derived B220^+^GFP^-^ population. These observations suggest that the CpG-proB cell progeny is highly activated, especially in mLN, in which B220^+^GFP^+^ cells expressing these cytokines, notably IL-10 and TGF-β, were more frequent than in their pLN and skin counterpart (**Figures 2E, F**).

### Characterization of Two Distinct Phases of Cytokine T-Cell Response in Mice With GVHD

We investigated whether the two diarrhea phases occurring in this GVHD model, the first one between day+2 and day+18, the second one starting at day+20, concomitant with the onset of skin damage, corresponded to an initial acute inflammatory cytokine storm followed by a chronic phase characterized by a more systemic autoimmune disease associated with the alteration of regulatory mechanisms due to the alloreactive conflict. To this aim, we investigated the CD4^+^ T-cell intracellular expression of cytokines by flow cytometry, in the mLN of control mice with GVHD at day+15 and day+25. Percentages of CD4^+^ cells (**Figure 3A**) expressing TNF-α, IL-6, IL-17 and to a lesser extent IL-21 were already high at day+15 while IL-6 and IL-4 were statistically reduced at day+25. IL-17 expression also tended to be reduced between day+15 and day+25 but without reaching statistical significance, while TNF-α remained highly expressed at day+25. Conversely, low levels of GM-CSF, IFN-γ, IL-13 and IL-27 expression with nearly no detectable expression of TGF-β by CD4^+^ T-cells were observed at day+15 while their expression was enhanced at day+25, with statistical significance for TGF-β and IL-27. IL-10 expression remained low and unmodified at day+15 and day+25. Such clear-cut shift in the cytokine expression pattern determining two distinct phases of the disease was even more conspicuous in a heatmap representation (**Figure 3B**). Therefore, the CD4^+^ T-cell response is significantly distinct at day+15 and day+25 in this GVHD model, with an initial inflammatory phase at day+15 followed by a pro-fibrotic cytokine production at day+25, characteristic of the chronic phase of GVHD. Consequently, it was interesting to evaluate the effect of the adoptive transfer of CpG-proBs at these two phases of the GVHD model, i.e. day+15 and day+25.

**Figure 3:**
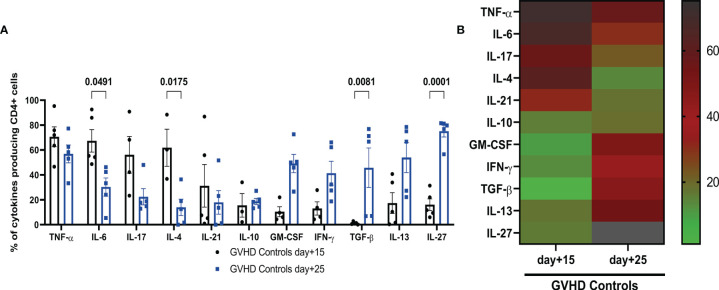
Characterization of two phases of cytokine expression by mLN CD4+ T-cell in controls with GVHD. **(A)** CD4^+^ T cells were stimulated by PMA + ionomycin in the presence of brefeldin and their intracellular cytokine expression was analyzed by FACS in mLN of GVHD controls at day+15 (black) and day+25 (blue). Data are expressed as means ± SEM of 5 mice per group. Statistical analysis was performed with two-way ANOVA with Bonferroni multiple comparisons. *p* values as indicated, n.s., non significant. **(B)** Heatmap representation of the mean of percentages of CD4^+^ T-cell expression of indicated cytokines in mLN of control mice with GVHD, at day+15 and day+25. Right: Colour scale of intensity of percentages.

### CpG-proBs Modulate Cellular Distribution and Cytokine Expression in GVHD Recipients

We analyzed the effect of adoptively transferred CpG-proBs on various recipient cell populations. On day+15, incidence and cell counts of CD4^+^ T cells or CD4^+^Foxp3^+^ Treg cells were neither significantly different from controls nor did the cytokine expression by CD4^+^ T-cells in mLN and pLN change (**Supplementary Figure 3A, B**). On day+25, once the chronic phase initiated, percentages of CD4^+^, CD4^+^Foxp3^+^ Treg and CD8^+^ T-cells as well as cell counts were not significantly modified (**Figures 4A, B**). However the proportion of CD4^+^ T cells generating cytokines, such as TNF-α, TGF-β, IL-21 and IL-13, which are critically involved in chronic GVHD (23), was significantly reduced in mLN from CpG-proB recipients (**Figure 4C**), while only IL-13-expressing CD4^+^ T cells were diminished in pLN (**Figure 4D**). No significant difference was noted for IL-10 expression in CD4^+^ cells (**Figures 4C, D** and **Supplementary Figure 3**), while it was slightly but non-significantly enhanced in mLN but not in pLN CD8^+^ T-cells (**Figures 4E, F**).

**Figure 4:**
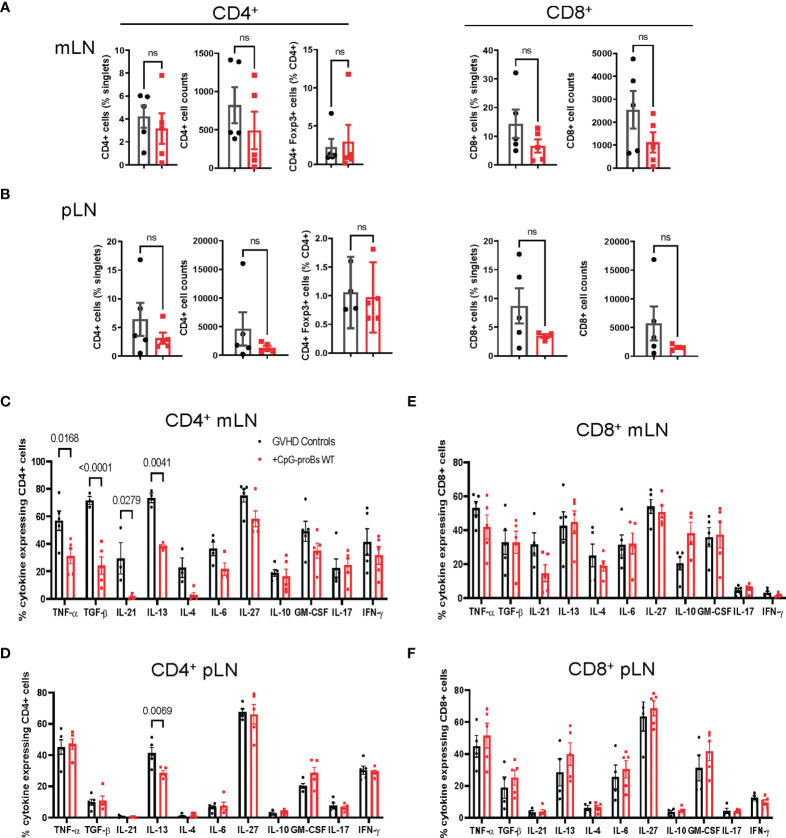
T-cell subset analysis in mLN and pLN of CpG-proB recipients and GVHD controls. **(A, B)** Quantification by FACS analysis on day+25 of CD4^+^, CD8^+^ (% and cell counts) and CD4^+^Foxp3^+^ (%) in mLN **(A)** and pLN **(B)** of GVHD controls (black) and CpG-proB recipients (red). **(C, D)** Cytokine expression by CD4^+^ T cells in mLN **(C)** and pLN **(D)** of GVHD controls (black) and CpG-proB recipients (red). Data are expressed as means ± SEM of 5 mice per group. Statistical analysis was performed with unpaired Students’*t*- test **(A, B)** and two-way ANOVA with Bonferroni multiple comparisons **(C–F)**. *p* values as indicated, n.s., non significant.

### Adoptive Transfer of CpG-proBs Increases the Tfr/Tfh Ratio

T follicular helper (Tfh) cells, counterbalanced by T follicular regulatory (Tfr) cells, are known to play a key role in the CD4^+^ T-B cell interaction (24). In addition, Bregs have been reported for interacting with both Tfh and Tfr subsets (25, 26). This led us to examine how CpG-proBs and their progeny affected the balance between these two populations. Tfh evaluation on day+15 disclosed no difference between GVHD controls and CpG-proB recipients (**Supplementary Figure 3C**). Conversely, on day+25, the ratio between CD4^+^CXCR5^+^Foxp3^+^ follicular T regulatory cells (Tfr) and CD4^+^CXCR5^+^Foxp3^-^ follicular helper T (Tfh) cells was markedly increased in both mLNs (**Figure 5A**) and pLNs (**Figure 5B**) of CpG-proB recipients relative to their counterpart in control mice undergoing GVHD. Moreover, the percentage of Tfh cells expressing IL-10 was increased in mLN, while Tfh cells expressing IL-21 were diminished in pLN of mice having received CpG-proBs relative to untreated GVHD controls (**Figures 5C, D**). Finally, percentages of CD19^+^GL7^+^CD38^low^ GC B cells did not differ significantly in spleen and mLN (not shown). Altogether, these data show that CpG-proBs switch the follicular T-cell compartment towards regulation, by favoring the accumulation of Tfr over Tfh cells and by promoting their production of the immunoregulatory cytokine IL-10 over IL-21.

**Figure 5:**
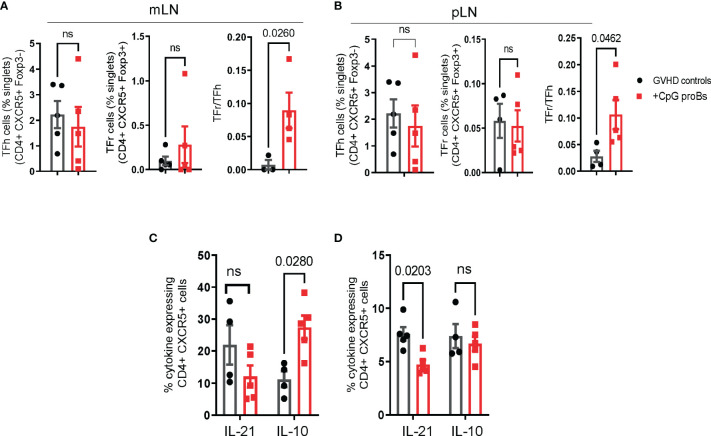
Follicular T-cell (Tf) analysis. **(A, B)** Percentages and counts of Tfh (CD4^+^CXCR5^+^Foxp3^-^) and Tfr (CD4^+^CXCR5^+^Foxp3^+^) cells as well as Tfr/Tfh ratios on day+25 in mLN **(A)** and pLN **(B)** of mice, either CpG-proB recipients (red) or GVHD controls (black), were established by FACS analysis. **(C, D)** Cytokine expression by CD4^+^CXCR5^+^ cells assessed by FACS analysis. Percent IL-21- and IL-10-expressing cells in mLN **(C)** and pLN **(D)** of GVHD controls (black) and CpG-proB recipients (red). Results are expressed as means ± SEM from 5 mice per group. Statistical analysis was performed with unpaired Students’*t*- test **(A, B)** and two-way ANOVA with Bonferroni multiple comparisons **(C, D)**. *p* values as indicated, ns= non significant.

### The Protection Against GVHD by CpG-proBs Depends on IFN-γ Production

IFN-γ plays a key role in the protective effect of CpG-proBs in autoimmune T1D (15) and EAE (16). In GVHD mice, their migrated B220^+^GFP^+^ progeny expressed IFN-γ at similar levels, whatever the target tissue (**Figure 2F**), which prompted us to evaluate its role in the GVHD model. Using CpG-proBs isolated from IFN-γ-deficient mice, we found that graft recipients displayed exacerbated diarrhea and skin damage, compared with those having received WT CpG-proBs (**Figure 6A**). This finding proved the importance of IFN-γ in the protection against GVHD by CpG-proBs. The progeny of IFN-γ deficient CpG-proBs having migrated to the mLN did not express IFN-γ as expected, but also generated less IL-10, compared to its WT counterpart (**Figure 6B**). Moreover, co-culturing peripheral and mesenteric lymph node cells isolated from naive mice with CpG-proBs significantly enhanced IL-10 expression in gated CD4^+^CXCR5^+^PD1^+^ Tfh cells, only when the progenitors were competent IFN-γ producers (**Figure 6C** and **Supplementary Figure 5**).

**Figure 6:**
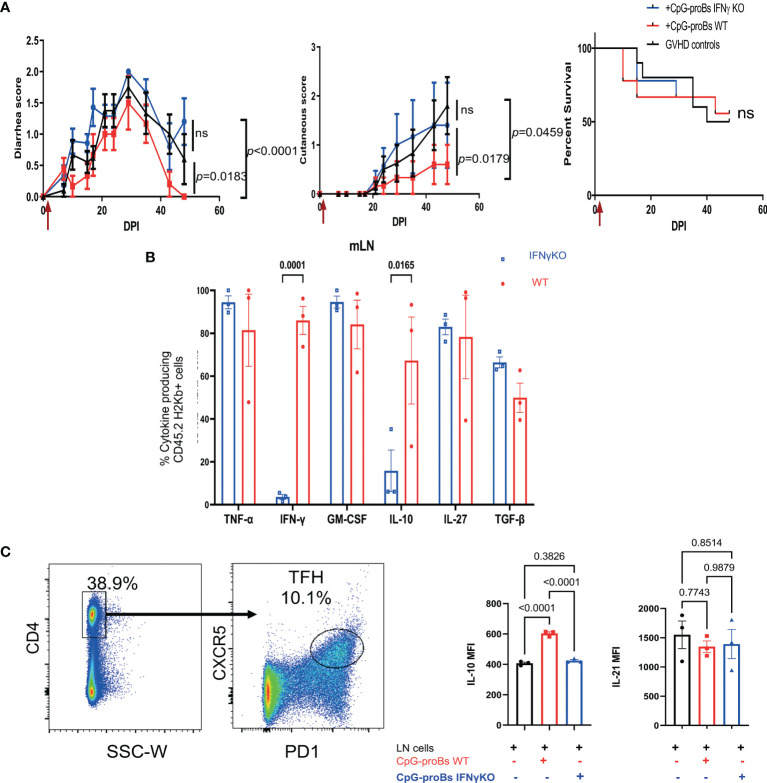
Role of IFN-γ in the protective properties of CpG-proBs against GVHD. CpG-proBs were prepared from either WT or IFN-γ deficient C57BL/6J donors and adoptively transferred (7.5 x 10^5^ cells/recipient) on day+2 post-irradiation (DPI). **(A)** Diarrhea, cutaneous scores and survival of GVHD controls (injected with PBS, black, n=10), WT CpG-proB recipients (red, n=9) and IFN-γ deficient CpG-proBs (blue, n=9). Statistical analysis was performed with two-way ANOVA with Bonferroni multiple comparisons for diarrhea and cutaneous scores. Results are expressed as means ± SEM. *P* values as indicated. ns= non significant. **(B)** CpG-proB progeny, derived from either WT (red) or IFN-γ deficient (blue) C57BL/6J CpG-proBs, was gated as CD45.2 H2Kb^+^ cells in mLN of GVHD Balb/c (H2Kd) recipients of CD45.1 TBCD-BM and splenocytes from CD45.1 C57BL/6J donors and their cytokine expression analyzed by FACS as in **Figure 2E** on day+15 after adoptive transfer. N=3 mice per group. **(C)** Lymph node cells from naive C57BL/6J mice were co-cultured at a 1:1 ratio with WT or IFN-γ KO CpG-proBs at 5 x 10^5^ cells/ml for 3 days in RMPI 1640 medium, 10% FCS, 1% antibiotics, 0.1% β-mercaptoethanol in the presence of anti-CD3 (200 ng/ml) and analyzed by FACS for IL-10 and IL-21 expression in gated CD4^+^CXCR5^+^ Tfh cells. One experiment out of two. Statistical analysis was performed with one-way ANOVA for **(B, C)** Results are expressed as means ± SEM. *p* values as indicated.

### CpG-proBs Reduce Fibrosis and Regulate Gene Expression and Infiltrates in the Skin

GVHD recipients of CpG-proBs developed less alopecia and skin damage (**Figure 7A** right) compared with GVHD controls at day+70 (**Figure 7A** left). Histological analysis of H&E-stained skin sections recovered on day+70 revealed 50% reduced epidermal thickness (**Figure 7B**), consistent with diminished skin fibrosis. In addition, hair follicles that are a target of GVHD (27) are preserved in the skin of CpG-proB recipients, correlating with the observed reduced alopecia (**Figure 7A**). qRT-PCR microarray expression profiles, established at day+70, of genes involved in fibrosis and cytokine production (**Figure 7C**) disclosed that *Col3a1* (**Figure 7D**) as well as of *Pdgfa*, a Col3a1 inducer implicated in fibrosis were downregulated in samples from CpG-proB recipients. 

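For this experiment, RNA from the back skin of 3 GVHD controls and 3 CpG-proB recipients was measured by qRT-PCR at day+70 post-irradiation. The mice were irradiated Balb/c recipients of C57BL/6J bone marrow and splenocytes, and the treated group had also received CpG-activated B-cell progenitors. The authors deposited the Ct of each well in each animal without normalization, and a table with 1 ΔΔCt and 1 fold change per gene for the comparison of the groups. The median Ct of the genes of interest in each animal, a measure of the template in its wells, ranged from 25.7 to 27.7 (median 26.2) in controls and from 26.0 to 26.6 (median 26.6) in recipients, so the groups overlapped. From the Ct values, the level of a gene was computed in each animal as −ΔCt, the mean Ct of the 6 house-keeping genes minus the Ct of the gene, which is a log2 scale on which higher values mean more RNA. The groups were compared gene by gene with limma, and the threshold of the study was applied, a fold change of at least 1.4 and an unadjusted p of at most 0.05. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the 82 genes tested. An exact permutation test of 3 animals against 3 cannot give a two-sided p under 0.1. The choice of reference shifts every gene alike. The median log2 fold change over all genes was 0.11 with the 6 house-keeping genes and 0.41 with all 8. With the 3 of the smallest spread (Ppia, Tbp and Actb) it was 0.86. Spread here is the pooled SD within the groups of a gene's Ct less the mean of the 8. Differences between the groups do not count in it. Less that mean, Ct in recipients differed from controls by 1.04 cycles for Actb, 0.59 for Ppia and −0.26 for Tbp. These 3 genes are thus not a reference free of differences between the groups.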

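The primers for Col3a1, which encodes the alpha 1 chain of type III collagen, lie in exons 2 and 3 of this chromosome 1 gene and give a product of 80 bp, according to the paper's primer table (Supplementary Table 1). Its −ΔCt was −2.40 ± 0.77 (SD, n = 3) in GVHD controls and −3.85 ± 0.45 (SD, n = 3) in CpG-proB recipients. The log2 fold change of −1.45 (standard error 0.54) is a level in recipients of 0.366 times that in controls. It passed the threshold of the study, with an adjusted p of 0.18 from limma. Every recipient had a lower level than every control (exact permutation test, p = 0.1, the smallest that the design allows), with values from −3.10 to −1.58 in controls and from −4.12 to −3.33 in recipients. With all 8 house-keeping genes as the reference the log2 fold change was −1.16, and with the 3 of the smallest spread it was −0.70. Neither value passed the threshold. With each animal left out in turn it stayed between −1.80 and −1.04, and without control 1 (−1.04) or recipient 6 (−1.32) it no longer passed. The paper sets the downregulation of Col3a1 and of its inducer Pdgfa beside the thinner epidermis and the preserved hair follicles of CpG-proB recipients (Figure 7A and 7B). From the skin samples and infiltrates together, it concludes that CpG-proBs reduced skin damage, including fibrosis and collagen accumulation.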

The expression of Pdgfa, a known inducer of CXCR4 (28), which attracts fibrocytes to fibrotic tissues (29, 30) was likewise reduced in the skin of CpG-proB recipients. By contrast, thrombospondin-2 (*thsb2*, TSP-2), an anti-angiogenic matricellular protein that improves wound healing (31) was upregulated in CpG-proB recipients. 

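Pdgfa, on chromosome 5, had a −ΔCt of −4.64 ± 0.17 (SD, n = 3) in GVHD controls and −5.34 ± 0.39 (SD, n = 3) in CpG-proB recipients. All recipients lay below all controls (exact permutation test, p = 0.1), and the log2 fold change was −0.70 (standard error 0.49, adjusted p = 0.432). Pdgfa did not pass the threshold of the study in the limma fit, in which the variance of each gene is moderated towards that of all genes, and passed it when each gene kept its own variance. Cxcr4, on chromosome 1, fell from −3.49 ± 0.48 (SD, n = 3) to −4.57 ± 0.38 (SD, n = 3), a log2 fold change of −1.08 (standard error 0.51, adjusted p = 0.284) that passed the threshold, again without overlap between the groups. With all 8 house-keeping genes the value for Cxcr4 was −0.78 and did not pass, nor did it pass without control 2 (−0.82), control 3 (−1.10), recipient 4 (−0.86) or recipient 5 (−1.15). The direction for Pdgfa depended on the reference, as its log2 fold change was 0.05 with the 3 house-keeping genes of the smallest spread. With Actb alone as the reference, an alternative chosen after seeing the data, Pdgfa was at 0.63 and Cxcr4 at 0.25.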

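Thbs2, on chromosome 17, had a −ΔCt of −3.30 ± 0.83 (SD, n = 3) in GVHD controls and −1.55 ± 0.11 (SD, n = 3) in CpG-proB recipients. Its log2 fold change was 1.75 (standard error 0.53, adjusted p = 0.061 from limma), or 3.35-fold more RNA, and all recipients were above all controls (exact permutation test, p = 0.1). Thbs2 passed the threshold of the study with the 6, with all 8 and with the 3 house-keeping genes of the smallest spread as the reference. Without normalization the log2 fold change was 1.45 and did not pass.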

The same applied to *MMP9*, which behaves like a collagenase (32) and can further regulate leukocyte infiltration into inflammatory tissues (33) by inactivating a number of chemoattractants. However, neither total immune cell nor T-cell infiltration was significantly different between GVHD controls and CpG-proB recipients on day+15 or day+42 (**Figure 7E**). 

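For Mmp9, on chromosome 2, −ΔCt rose from −7.24 ± 1.12 (SD, n = 3) in GVHD controls to −5.17 ± 0.63 (SD, n = 3) in CpG-proB recipients, a log2 fold change of 2.07 (standard error 0.60, adjusted p = 0.061 from limma). The increase passed the threshold of the study, and the groups did not overlap (exact permutation test, p = 0.1). The transcript was scarce, with a mean Ct of 28.5. In 4 of the 6 animals, all 3 controls and recipient 6, its Ct lay at or past the lowest Ct of a negative-control well. That well was of control 1. Control 3 (28.52) and recipient 6 (28.87) lay below their own negative-control wells, of which the lowest were at 29.43 and 29.32. The size of the increase thus rests in part on controls 1 and 2, with signal at or past the lowest of their own negative-control wells.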

The two-fold reduction in the total cell counts infiltrated at day+42 relative to day+15 (**Figure 7E**) observed in both control and CpG-proB-treated groups may reflect an initial transient wave of infiltration followed by a gradual inactivation of chemoattractants ligands or receptors occurring in the second phase of the model with profibrotic events taking over, thus contributing to enhance the cutaneous score observed in **Figure 1**. The enhanced *IL12rb* expression suggested a proTh1 effect of CpG-proBs on skin infiltrates, possibly controlling the deleterious Th2-driven fibrotic process. This conclusion was in keeping with the observed decrease in IL-13 expression by CD4^+^ T-cells in the lymph nodes. 

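The plate held both chains of the IL-12 receptor. Il12rb2, on chromosome 6, had the largest increase of the 82 genes, from −5.32 ± 0.93 (SD, n = 3) in GVHD controls to −2.43 ± 0.12 (SD, n = 3) in CpG-proB recipients. The log2 fold change was 2.88 (standard error 0.54, adjusted p = 0.00518 from limma), which is 7.38-fold, and all recipients were above all controls (exact permutation test, p = 0.1). Without recipient 6, no gene had an adjusted p of at most 0.05, and 12 genes, Il12rb2 among them, passed the threshold of the study. Il12rb1, on chromosome 8, had a log2 fold change of 1.08 (standard error 0.58, adjusted p = 0.396) and did not pass, but passed with all 8 house-keeping genes (1.37). Its mean Ct was 31.0, past the lowest negative-control Ct in 6 of 6 animals, as was that of Tbx21. Among other genes of Th1 cells on the plate, Ifng changed by 0.35 (exact permutation p = 0.8), Tbx21 by 0.11 (exact permutation p = 0.9) and Eomes by −0.70 (exact permutation p = 0.6) on the log2 scale, none past the threshold with the 6 house-keeping genes. The direction did not hold for Ifng (−0.068) and Tbx21 (−0.31) with the median Ct of the genes of interest as the reference, or for Eomes (0.05) with the 3 house-keeping genes of the smallest spread, and Ifng was at −0.31 without control 2. Eomes passed with the median Ct as the reference (−1.12) and without control 2 (−1.54).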

Increased Stat6 expression in CpG-proB recipients (**Figure 7C**) was intriguing, knowing that this signal transducer can mediate skin fibrosis (34). However, this upregulation might result from increased expression of IL-33, which occurs upstream of IL-13 (35). 

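Stat6, on chromosome 10, had a −ΔCt of −2.24 ± 0.0063 (SD, n = 3) in GVHD controls and −1.59 ± 0.29 (SD, n = 3) in CpG-proB recipients. The log2 fold change of 0.65 (standard error 0.48, adjusted p = 0.465) did not pass the threshold of the study in the moderated limma fit and passed it when each gene kept its own variance. The groups did not overlap (exact permutation test, p = 0.1). A list of 6 genes was set beforehand as Th2 genes, and which cells of the skin carried them was not tested. Over this list (Il4, Il5, Il13, Il13ra2, Gata3 and Stat6), mean −ΔCt was −5.74 ± 0.29 (SD, n = 3) in controls and −5.54 ± 0.57 (SD, n = 3) in recipients. The difference of 0.20 was smaller than the spread between recipients (exact permutation test, p = 0.6). The sign of this difference changed to −0.22 with the median Ct of the genes of interest as the reference and to −0.018 without recipient 5. The difference grew to 0.95 with the 3 house-keeping genes of the smallest spread and to 0.52 without recipient 4. The log2 fold changes of the other genes were 0.65 for Il5, 0.48 for Gata3, 0.26 for Il4 and −0.73 for Il13ra2, none past the threshold with the 6 house-keeping genes. Gata3 passed it with the 3 of the smallest spread (1.23), Il5 without recipient 4 (1.57) and Il13ra2 with the median Ct as the reference (−1.15). The genes Il4 and Il13ra2 changed sign under another reference, Il4 to −0.15 with the median Ct and Il13ra2 to 0.017 with the 3 house-keeping genes of the smallest spread. Il5, Il13 and Il13ra2 were at or past the lowest negative-control Ct in all 6 animals.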

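Il33 rose from a −ΔCt of −3.96 ± 0.86 (SD, n = 3) in GVHD controls to −2.20 ± 0.16 (SD, n = 3) in CpG-proB recipients. The log2 fold change of 1.76 (standard error 0.54, adjusted p = 0.061 from limma) was 3.39-fold and passed the threshold of the study, with all recipients above all controls (exact permutation test, p = 0.1). It did not pass without normalization (1.47). For Il13, −ΔCt was −8.62 ± 1.01 (SD, n = 3) in controls and −8.73 ± 2.00 (SD, n = 3) in recipients. The difference of −0.11 was far smaller than the spread between animals (exact permutation test, p = 0.8), and its sign changed to 0.18 with all 8 house-keeping genes. With each animal left out in turn it ranged from −0.96 to 0.99. The mean Ct of Il13 was 31.0. With a standard error of 0.79, a change in Il13 of that size was not detectable.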

Of note, IL-33 can substitute for IL-2 as an inducer of tissue ST2^+^ Treg expansion (36). Although the proportions of CD4^+^Foxp3^+^ Tregs and CD4^+^IL-10^+^ Tr1 cells were not significantly increased in skin infiltrates, as measured by FACS analysis (**Figure 8**), IL-10-expressing CD8^+^ T cells, reported for their ST-2 expression and responsiveness to IL-33 (37), markedly accumulated in the skin of CpG-proB recipients, both on day+15 and day+42, while total CD8^+^ T-cell counts and percentages remained unchanged (**Figure 8**).

**Figure 7:**
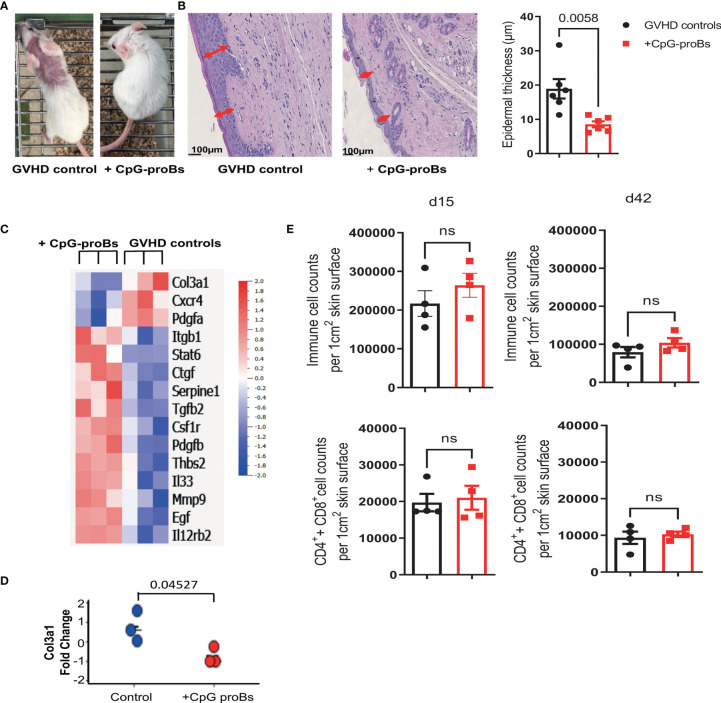
Analysis of skin histological modifications, gene expression and cellular infiltrate in GVHD controls versus CpG-proB recipients. **(A)** CpG-proB recipients were mostly protected from alopecia and skin damage induced by GVHD in Balb/c recipients. Picture at day+70 of one representative mouse per group. **(B)** H&E staining of representative skin sections at day+70 in GVHD controls versus CpG-proB recipients. Scale bar = 100 μm. Red arrows indicate the epidermal thickness. Forty measures were taken per skin section. Right: Histogram representation of epidermal thickness in GVHD controls (black) and CpG-proB recipients (red). Results are expressed as means ± SEM from 6 mice/group. *p* value as indicated. Analysis was performed with unpaired Student’s *t*-test. **(C)** Heatmap showing significant fold-change expression of genes as measured by qRT-PCR microarray in skin fragments (2 cm^2^) isolated at day+70 from GVHD controls (right) and CpG-proB recipients (left). N = 3 animals per group. Analysis was performed with Qlucore. Listed are genes showing ≥1.4 expression fold change with p ≤ 0.05, considered significant. Right: Color scale of positive and negative fold-change gene expression. **(D)** Change fold of Col3A1 mRNA expression measured by qRT-PCR in skin samples recovered at day+70 from n=3 animals per group. **(E)** Flow cytometry analysis on day+15 and day+42 of total immune cell infiltrates as well as T-cell (CD4^+^ and CD8^+^) infiltrates in skin samples of GVHD controls (black) and CpG-proB recipients (red). Results are expressed as means ± SEM from 4 mice per group. Statistical analysis performed with unpaired Student’s *t*-test, ns, non significant, *p* values as indicated.

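Of the 82 genes tested, 14 passed the threshold of the study, 10 with more and 4 with less RNA in CpG-proB recipients. These included 9 of the 15 genes shown in Figure 7C. All 15 changed in the direction of Figure 7C. In each of them the 3 recipients did not overlap with the 3 controls, as in 17 of the 82 genes, where chance gives 8.2 genes, or 10%. The study chose the 15 genes on these same animals, so neither their direction nor their separation is independent evidence. The 6 genes that did not pass included Pdgfa, Itgb1, Stat6, Ctgf and Tgfb2. The spread of these 6 genes between animals was small, with a median pooled SD of 0.243 against 0.625 over all genes, which moderation by limma moves towards that of all genes. When each gene kept its own variance, 15 genes passed, and these were the 15 of Figure 7C. The count was 25 genes, all higher in recipients, with the 3 house-keeping genes of the smallest spread as the reference, 22 genes, 16 of them lower, with the median Ct of the genes of interest as the reference, and 6 genes without normalization. With all 8 house-keeping genes, 12 genes passed, 8 of them in Figure 7C and none lower in recipients. An adjusted p of at most 0.05 was reached by 2 genes, Il12rb2 and Egf. Adjusted over the list alone, the 17 genes of the plate that the paper names, 8 genes reached it, which is not independent evidence since the study chose most of the list on these samples. Egf, on chromosome 3, rose from −4.90 ± 0.98 (SD, n = 3) in controls to −2.45 ± 0.17 (SD, n = 3) in recipients, a log2 fold change of 2.45 (standard error 0.55, adjusted p = 0.0153). Pdgfb rose by 1.70 (standard error 0.51, adjusted p = 0.061) and passed the threshold. Among the genes that did not, the log2 fold changes were 0.90 for Tgfb2, 0.77 for Ctgf and 0.64 for Itgb1, with standard errors from 0.48 to 0.49. With the 3 house-keeping genes of the smallest spread these 3 genes passed, and Tgfb2 also with all 8 (1.19).

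**Figure D1:**
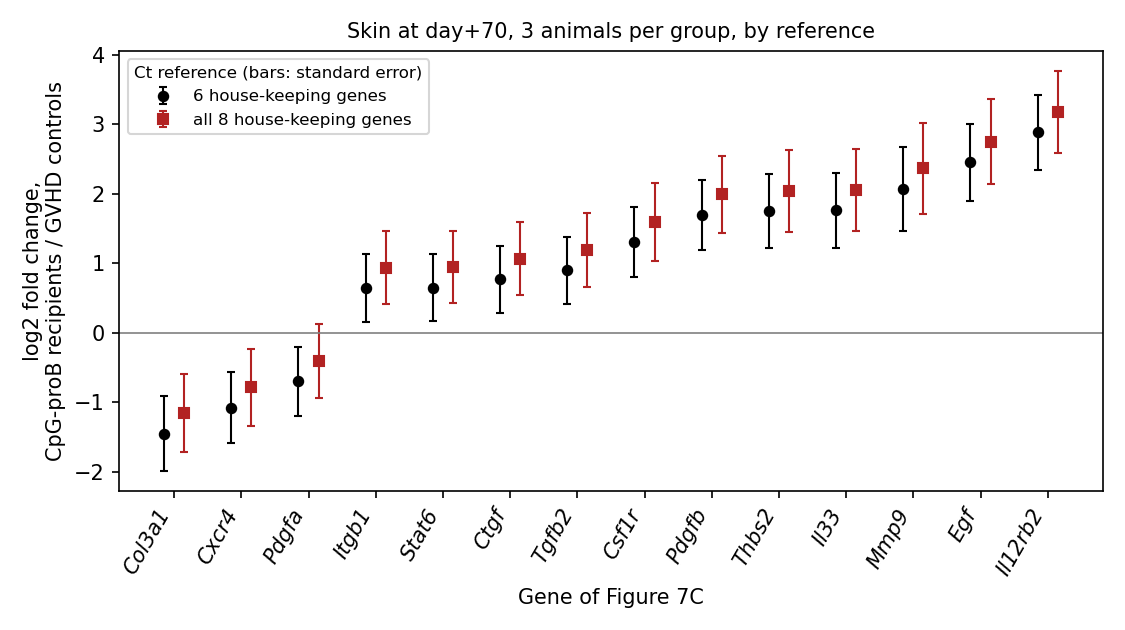
Log2 fold change of 14 genes of Figure 7C in skin at day+70, CpG-proB recipients over GVHD controls (n = 3 animals per group), computed with the 6 house-keeping genes (black circles) or all 8 (red squares) as the reference, where bars are the standard error from limma. With all 8 genes, each point lies higher, and Col3a1 moves from −1.45 to −1.16.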

**Figure 8:**
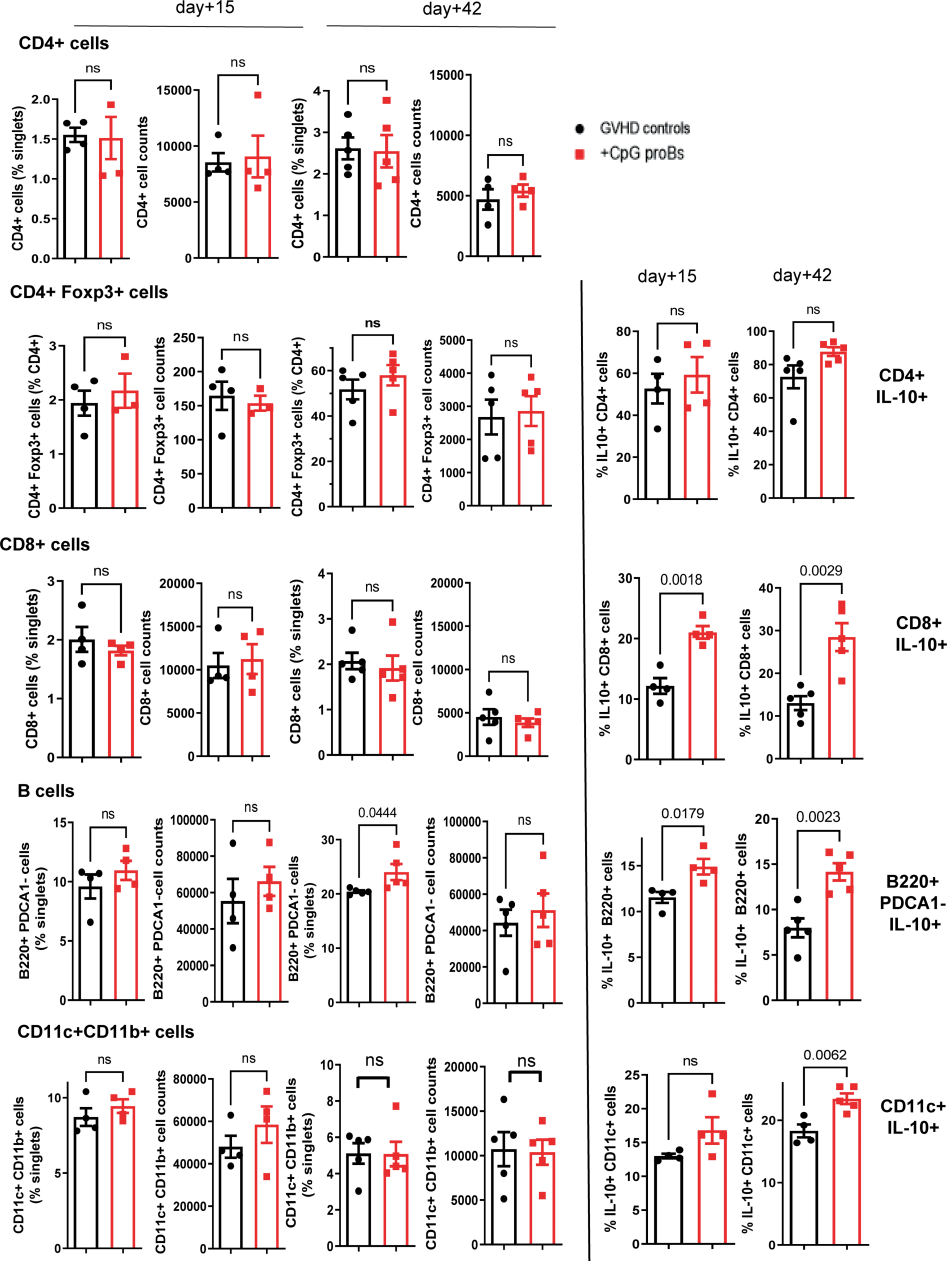
Flow cytometry analysis of skin infiltrates on day+15 and day+42 post-irradiation. CD4^+^, CD4^+^Foxp3^+^, CD8^+^, B220^+^PDCA-1^-^ B and CD11c^+^CD11b^+^ dendritic cell percentages and cell counts are shown in GVHD controls (black) and CpG-proB recipients (red). IL-10-expressing fraction of CD4^+^, CD8^+^, B220^+^ and CD11c^+^ cells on day+15 and day+42 in the skin of GVHD controls (black) and CpG**-**proB recipients (red). Results are expressed as means ± SEM for 5 mice per group. Statistical analysis was performed with unpaired Student’s *t*-test, ns, non significant. *p* values as indicated.

The proportion of IL-10 producers increased also among the B220^+^PDCA-1^-^ B subset as early as day+15, while on day+42, both B220^+^PDCA-1^-^ B cells and CD11c^+^CD11b^+^ dendritic cells expressing IL-10 accumulated (**Figure 8**). During GVHD, macrophages stimulated by Fc immunoglobulin fragments contribute to fibrosis by releasing TGF-β. 

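In the same skin samples, Csf1r, on chromosome 18, had a −ΔCt of −5.09 ± 0.59 (SD, n = 3) in GVHD controls and −3.79 ± 0.18 (SD, n = 3) in CpG-proB recipients. The log2 fold change was 1.30 (standard error 0.51, adjusted p = 0.183 from limma), which is 2.47-fold and passed the threshold of the study. All recipients were above all controls (exact permutation test, p = 0.1). Csf1r did not pass without control 1 (0.98), with the median Ct of the genes of interest as the reference (0.89) or without normalization (1.01).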

*Csf1r* was enhanced in the microarray analysis of skin samples from CpG-proB recipients. However, FACS analysis of the skin cell infiltrate revealed that cell counts, percentages as well as IL-10 production by F4/80^+^CD11b^+^ macrophages remained unchanged on day+42 (**Supplementary Figure 4**). Moreover, microarray analysis detected no significant difference between *Arg* and *iNOS* expression. 

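Arg1, which encodes arginase 1, had a −ΔCt of −5.73 ± 0.85 (SD, n = 3) in GVHD controls and −6.16 ± 1.23 (SD, n = 3) in CpG-proB recipients, a difference of −0.43 within the spread of either group (exact permutation test, p = 0.7). Nos2, which encodes iNOS, had −7.21 ± 1.18 (SD, n = 3) and −7.10 ± 1.34 (SD, n = 3), a difference of 0.12 (exact permutation test, p = 1). Neither direction was stable. Without recipient 6 the difference in Arg1 was 0.18, and that in Nos2 ranged from −0.40 to 0.88 with each animal left out in turn. Arg1 was at or past the lowest negative-control Ct in 4 and Nos2 in 5 of 6 animals. In controls 2 and 3, Arg1 (28.52 and 28.84) lay below the animal's own negative-control wells. Their standard errors were 0.64 and 0.69 on the log2 scale, so differences of that size were not detectable with 3 animals per group.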

In mice, CSF1R is expressed by monocytes/macrophages, but also by conventional and plasmacytoid dendritic cells. However, the observed incremental increase in conventional (**Figure 8**) and plasmacytoid dendritic cell percentages and IL-10 expression (**Supplementary Figure 6**) did not reach statistical significance. A late accumulation of csf1r^+^ cells in the skin analyzed on day+70, compared to the flow cytometry analysis performed on day+42, cannot be excluded.

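The plate held 2 other macrophage genes beside Csf1r. Adgre1, which encodes F4/80, had a log2 fold change of −0.60 (standard error 0.52, exact permutation p = 0.3) and Cd68 one of −0.56 (standard error 0.52, exact permutation p = 0.4). Both changed sign with the 3 house-keeping genes of the smallest spread as the reference, to 0.15 and 0.19. Adgre1 had a Ct at or past the lowest negative-control Ct in 3 of 6 animals, the recipients. In each of them it lay below the animal's own negative-control wells. Over the 3 genes, mean −ΔCt was −4.59 ± 0.55 (SD, n = 3) in GVHD controls and −4.54 ± 0.33 (SD, n = 3) in CpG-proB recipients, a difference of 0.047 (exact permutation test, p = 0.9). This difference moved to 0.80 with the 3 house-keeping genes and to −0.37 with the median Ct of the genes of interest as the reference, and lay between −0.23 without control 1 and 0.31 without control 3.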

Collectively, the analysis of skin samples and infiltrates revealed the histological effects of CpG-proBs resulting in reduced skin damage, including fibrosis, epidermal thickness and collagen accumulation. These findings correlated with immune tolerance evidenced by enhanced infiltration by IL-10-expressing DCs, CD8^+^ T cells and B cells. 

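Over a list of 6 genes for collagens, collagen processing and myofibroblasts (Col1a2, Col3a1, Lox, Serpinh1, Acta2 and Ctgf), mean −ΔCt was −2.36 ± 0.23 (SD, n = 3) in GVHD controls and −2.36 ± 0.53 (SD, n = 3) in CpG-proB recipients at day+70. The difference of −0.0078 was smaller than the spread between animals (exact permutation test, p = 0.9). It was 0.74 with the 3 house-keeping genes of the smallest spread and −0.42 with the median Ct of the genes of interest as the reference, and ranged from −0.21 without recipient 5 to 0.29 without recipient 4. The list held genes that moved apart. Besides Col3a1, Serpinh1 fell by 1.02 on the log2 scale (standard error 0.59, exact permutation p = 0.2), while Lox rose by 1.02 (standard error 0.57, exact permutation p = 0.3) and Acta2 by 0.48 (standard error 0.50, exact permutation p = 0.3). Col1a2, the other collagen chain on the plate, changed by 0.16 (standard error 0.55, exact permutation p = 0.7), and by −0.26 with the median Ct as the reference. None of these 4 genes passed the threshold of the study with the 6 house-keeping genes. With the 3 of the smallest spread, Lox (1.77) and Acta2 (1.23) passed. Lox also passed without recipient 4 (1.60). Serpinh1 passed with the median Ct as the reference (−1.44), without control 1 (−1.35), without recipient 5 (−1.47), with one of the 6 house-keeping genes left out (−1.20) and with a trend of the variance on the mean level. Among only the 65 genes of a mean Ct below the negative-control wells, Lox and Serpinh1 passed too.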

The two latter populations were first to accumulate in the skin.

## Discussion

Herein, we evaluated whether adoptive transfer of CpG-activated B-cell progenitors exerted immunomodulatory effects in a model of GVHD that displays sequentially an acute and a chronic sclerodermatous phase (18). This study was initiated by recent evidence for Breg deficiencies and impaired functions in patients suffering from this disease (3, 7), together with the observation that circulating hematogones and protection against GVHD (8–14) were correlated. These findings warranted further exploration of the regulatory functions of B-cell progenitors in the allogeneic model of GVHD, expanding our previous studies in experimental models of autoimmune diseases, such as T1D (15) and EAE (16).

A single injection of as few as 7.5 x 10^5^ CpG-proBs was sufficient to protect against GVHD, by reducing diarrhea and skin fibrosis within a therapeutic window extending from day+2 up to day+9. The effect vanished when these cells were injected on day+23, indicating that they must intervene during the onset of disease to prevent its chronic phase. The easy access to the B-cell progenitors within the BM at the time of engraftment should facilitate their potential use as an addition to the HSC graft, as they provide long-lasting protection against diarrhea and skin fibrosis in GVHD. Protection required around 10-fold higher CpG-proB cell numbers than those needed in the case of organ-specific autoimmune disorders, presumably reflecting the necessity to migrate into the multiple tissues implicated in the allogeneic immune response.

Indeed, CpG-proB progeny was detected in the target sites of GVHD, including mLN, pLN and skin, as early as day+15, mainly differentiated into Fo B cells, as previously observed in the T1D model of NOD mice (15). Compared to non-CpG-proB-derived B cells in the same locations, the differentiated CpG-proBs were highly activated, as assessed by a 2-8 fold higher proportion of cells expressing cytokines, such as IFN-γ, GM-CSF, TNF-α, as well as IL-10, TGF-β and IL-27. Among these, IFN-γ production by CpG-proBs and their progeny proved to be critical for alleviating GVHD symptoms, particularly skin fibrosis, as previously shown in experimental models of autoimmune diseases, such as T1D (15) and EAE (16).

While CpG-proBs had to be adoptively transferred during the initial phase of GVHD for protection, their effect on the T-cell cytokine profile was observed mostly on day+25, when the expression of CD4^+^ T-cell-derived cytokines involved in the inflammatory, humoral and fibrotic features of the chronic phase of GVHD, such as TNF-α, IL-21, TGF-β and IL-13, was significantly reduced in mLNs and pLNs of CpG-proB recipients compared to controls with GVHD. However, no effect was observed on GM-CSF, IL-17 and IFN-γ expression by CD4^+^ T-cells in the mLN. The unmodified T-cell expression of these highly inflammatory cytokines in CpG-proB recipients may account for the lack of effect of the progenitors on mice survival. It remains to be evaluated whether performing a second progenitor cell transfer during the chronic phase might improve the mice survival. Alternatively, these observations suggest that CpG-proBs infusion should be associated with a supplementary strategy targeting anti-inflammatory cytokines beyond TNF-α, to be fully effective against GVHD. Conversely, as early as day+15, IL-10-expressing B cells and CD8^+^ T-cells accumulated in the skin of CpG-proB recipients, suggesting an early major contribution of these cells to the protective effect induced by CpG-proBs particularly in skin. In both murine (38, 39) and human (40, 41) GVHDs, IL-10-expressing CD8^+^ T cells have been reported for their regulatory effects, in particular for reducing collagen deposition in the skin of recipient mice (38). In the same line of evidence, we found IL-10-expressing dendritic cells accumulating on day+42 in the skin of CpG-proB recipients.

Fo B cells participate in germinal center (GR) responses generating long-lived plasma cells and memory B cells. The Tfh/Tfr balance plays a major role in GVHD, since Tfr cells can inhibit the interplay between Tfh and GC B cells (25, 26, 42–44). Bregs have been shown to take part in the crosstalk between these subsets (25, 26, 42). We found that the CpG-proB progeny belonged mostly to the Fo B phenotype and increased the Tfr/Tfh ratio. IFN-γ was essential for the capacity of the CpG-proB progeny to express IL-10 and enhance IL-10 expression by Tfh cells. We have previously reported that CpG-proB-derived IFN-γ induced eomesodermin in co-cultured CD4^+^ T-cells (15). In turn, EOMES drives IL-10 expression, as shown in Tr1 cells that are protective against GVHD (45). Whether a similar mechanism takes place in Tfh cells remains to be assessed. Notably, an IL-10 expressing Tfh cell population with suppressive function was identified in chronic viral infection (46) as well as in inflammation associated with aging (47). Thus, CpG-proBs exert a profound influence on major participants of the CD4^+^ T-B cell interaction that may limit the humoral response and IFN-γ production by CpG-proBs is required in both autoimmune and allogeneic settings.

IL-33 expression was enhanced in the microarray qRT-PCR study of skin tissue samples performed at day+70. Even though it has been reported that IL-33, released by epithelial and endothelial cells, induces cutaneous fibrosis, promoting the recruitment of BM-derived eosinophils as well as CD3^+^ and F4/80^+^ cell infiltration (48), we observed no accumulation of these cell types. Alternatively, IL-33 has also been described for its capacity to expand and stabilize ST2-expressing Tregs in tissues, thereby favoring tissue remodeling (36, 49). Treg frequency is inversely correlated with GVHD in patients (2, 50). Although we detected no accumulation of Foxp3^+^ Tregs in CpG-proB recipients compared to GVHD controls, IL-10^+^CD8^+^ Tregs were more frequent early in the skin of CpG-proB recipients. These IL-10^+^CD8^+^ Tregs, which reportedly express ST2 (37), may play a key role in GVHD recovery. Interestingly, IL-10^+^CD8^+^ Tregs were shown to contribute to the GVL effect in allogeneic HSCT (51). In addition, Bregs were reported not to compromise GVL effects while protecting against acute GVHD (52). Altogether these observations suggest that it is likely that CpG-proBs, like mature Bregs, may not impair the GVL effect of HSCT.

cGVHD is characterized by the presence of hyperactivated B cells (53). Conversely, circulating Bregs are less frequent in cGVHD patients and less likely to produce IL-10 than those from healthy donors (3). In a murine sclerodermatous cGVHD model, reconstitution of donor-derived B10 cells participated in alleviating the disease (54). Interestingly, IFN-γ competence conditioned both IL-10 expression by the CpG-proB progeny and its protective effect against disease. Most Breg subsets reported so far for protective effects in cGVHD were mature B cells. Even cord blood B cells displaying regulatory functions against cGVHD belonged to naive and transitional B-cell subsets (6). Although an intriguing inverse correlation between BM and circulating B-cell progenitor frequencies and GVHD severity has been reported, evidence for a regulatory function of B-cell progenitors in GVHD has been lacking so far. Our findings acquired in a murine experimental model support the notion that innate activation with CpG confers tolerogenic properties to B-cell progenitors. Their immunomodulatory effect targets more specifically the chronic phase of the disease that exhibits autoimmune inflammatory features, whereas no effect was observed at the early phase. However, the lack of reduction of major pro-inflammatory cytokines such as GM-CSF, IL-17 and IFN-γ may preclude an improved survival in CpG-proB recipients. Evaluation of CpG-proBs in a more specific cGVHD model would also be interesting to perform.

The fact that the observed regulatory properties of CpG-proBs remain stable in highly inflammatory settings sheds a new light on Breg ontogeny (55). In depth examination of epigenetic and metabolic changes occurring in these B-cell populations may provide further insights into their tolerogenic imprinting.

## Conclusion

In this study we provided evidence that adoptive transfer of CpG-proBs at the early phase of GVHD alleviated disease symptoms, in particular skin fibrosis. Following their migration into lymph nodes and skin, these progenitors depended on IFN-γ production for their protective effect, as previously shown in experimental models of autoimmune diseases. CpG-proB transfer reduced the CD4^+^ T-cell production of profibrotic cytokines, including TGF-β, IL-21 and IL-13 and enhanced the Tfr/Tfh T-cell ratio in lymph nodes. They also promoted the accumulation of IL-10-producing B-cells, dendritic cells and CD8^+^ T-cells in the skin (**Figure 9**). However, they did not improve survival, presumably by failing to reduce a set of inflammatory cytokines. Taken together, our data support a potential benefit of CpG-proBs against GVHD that should be completed by an additional anti-inflammatory strategy. The data further suggest that circulating B-cell progenitors observed to correlate with reduced GVHD severity in patients may play an immunomodulatory role.

**Figure 9:**
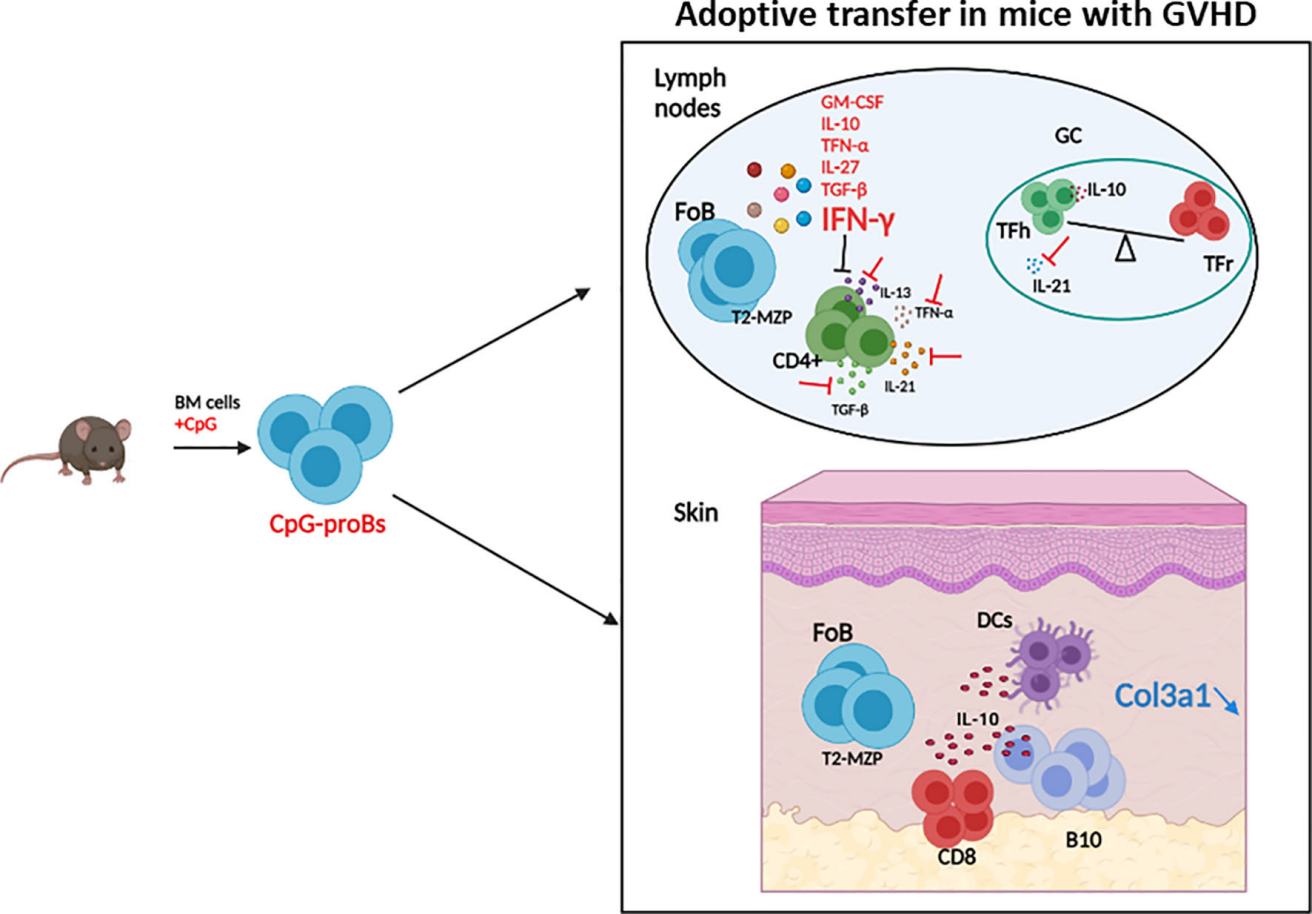
Graphical summary of the protective effects of CpG-proBs against GVHD. Adoptive transfer of CpG-proBs at the early phase of GVHD alleviated disease symptoms, in particular skin fibrosis. Following their migration into lymph nodes and skin, these progenitors produced many cytokines but depended on IFN-γ production for their protective effect. CpG-proB transfer reduced the CD4^+^ T-cell production of profibrotic cytokines TGF-β, IL-21 and IL-13 and enhanced the Tfr/Tfh T-cell ratio in lymph nodes. They also promoted the accumulation of IL-10-producing CD8^+^ T-cells, B-cells and dendritic cells in the skin. Figure created using BioRender.com.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE182025.

## Ethics Statement

The animal study was reviewed and approved by Université Paris Cité Ethical Committee for Animal Experimentation and the French Ministry of Research and Higher Education, #21669-201807061804480v5.

## Author Contributions

VAA, PG, ET, and FZ performed experiments, analyzed data and prepared figures. SK provided expertise in the model, analyzed and discussed data. VAA, SK, and FZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by core funding from CNRS and INSERM. It was also funded by grants to FZ from Agence Nationale de la Recherche (ANR-17-CE17-0008), from Fondation pour la Recherche contre le Cancer (ARC), and from The Secular Society (TSS). VA was supported by a doctoral fellowship from TSS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: CpG-Activated Regulatory B-Cell Progenitors Alleviate Murine Graft-Versus-Host-Disease
**Source:** Front Immunol. 2022 Apr 11;13:790564. doi: 10.3389/fimmu.2022.790564
**Supplement:** Supplementary file 1

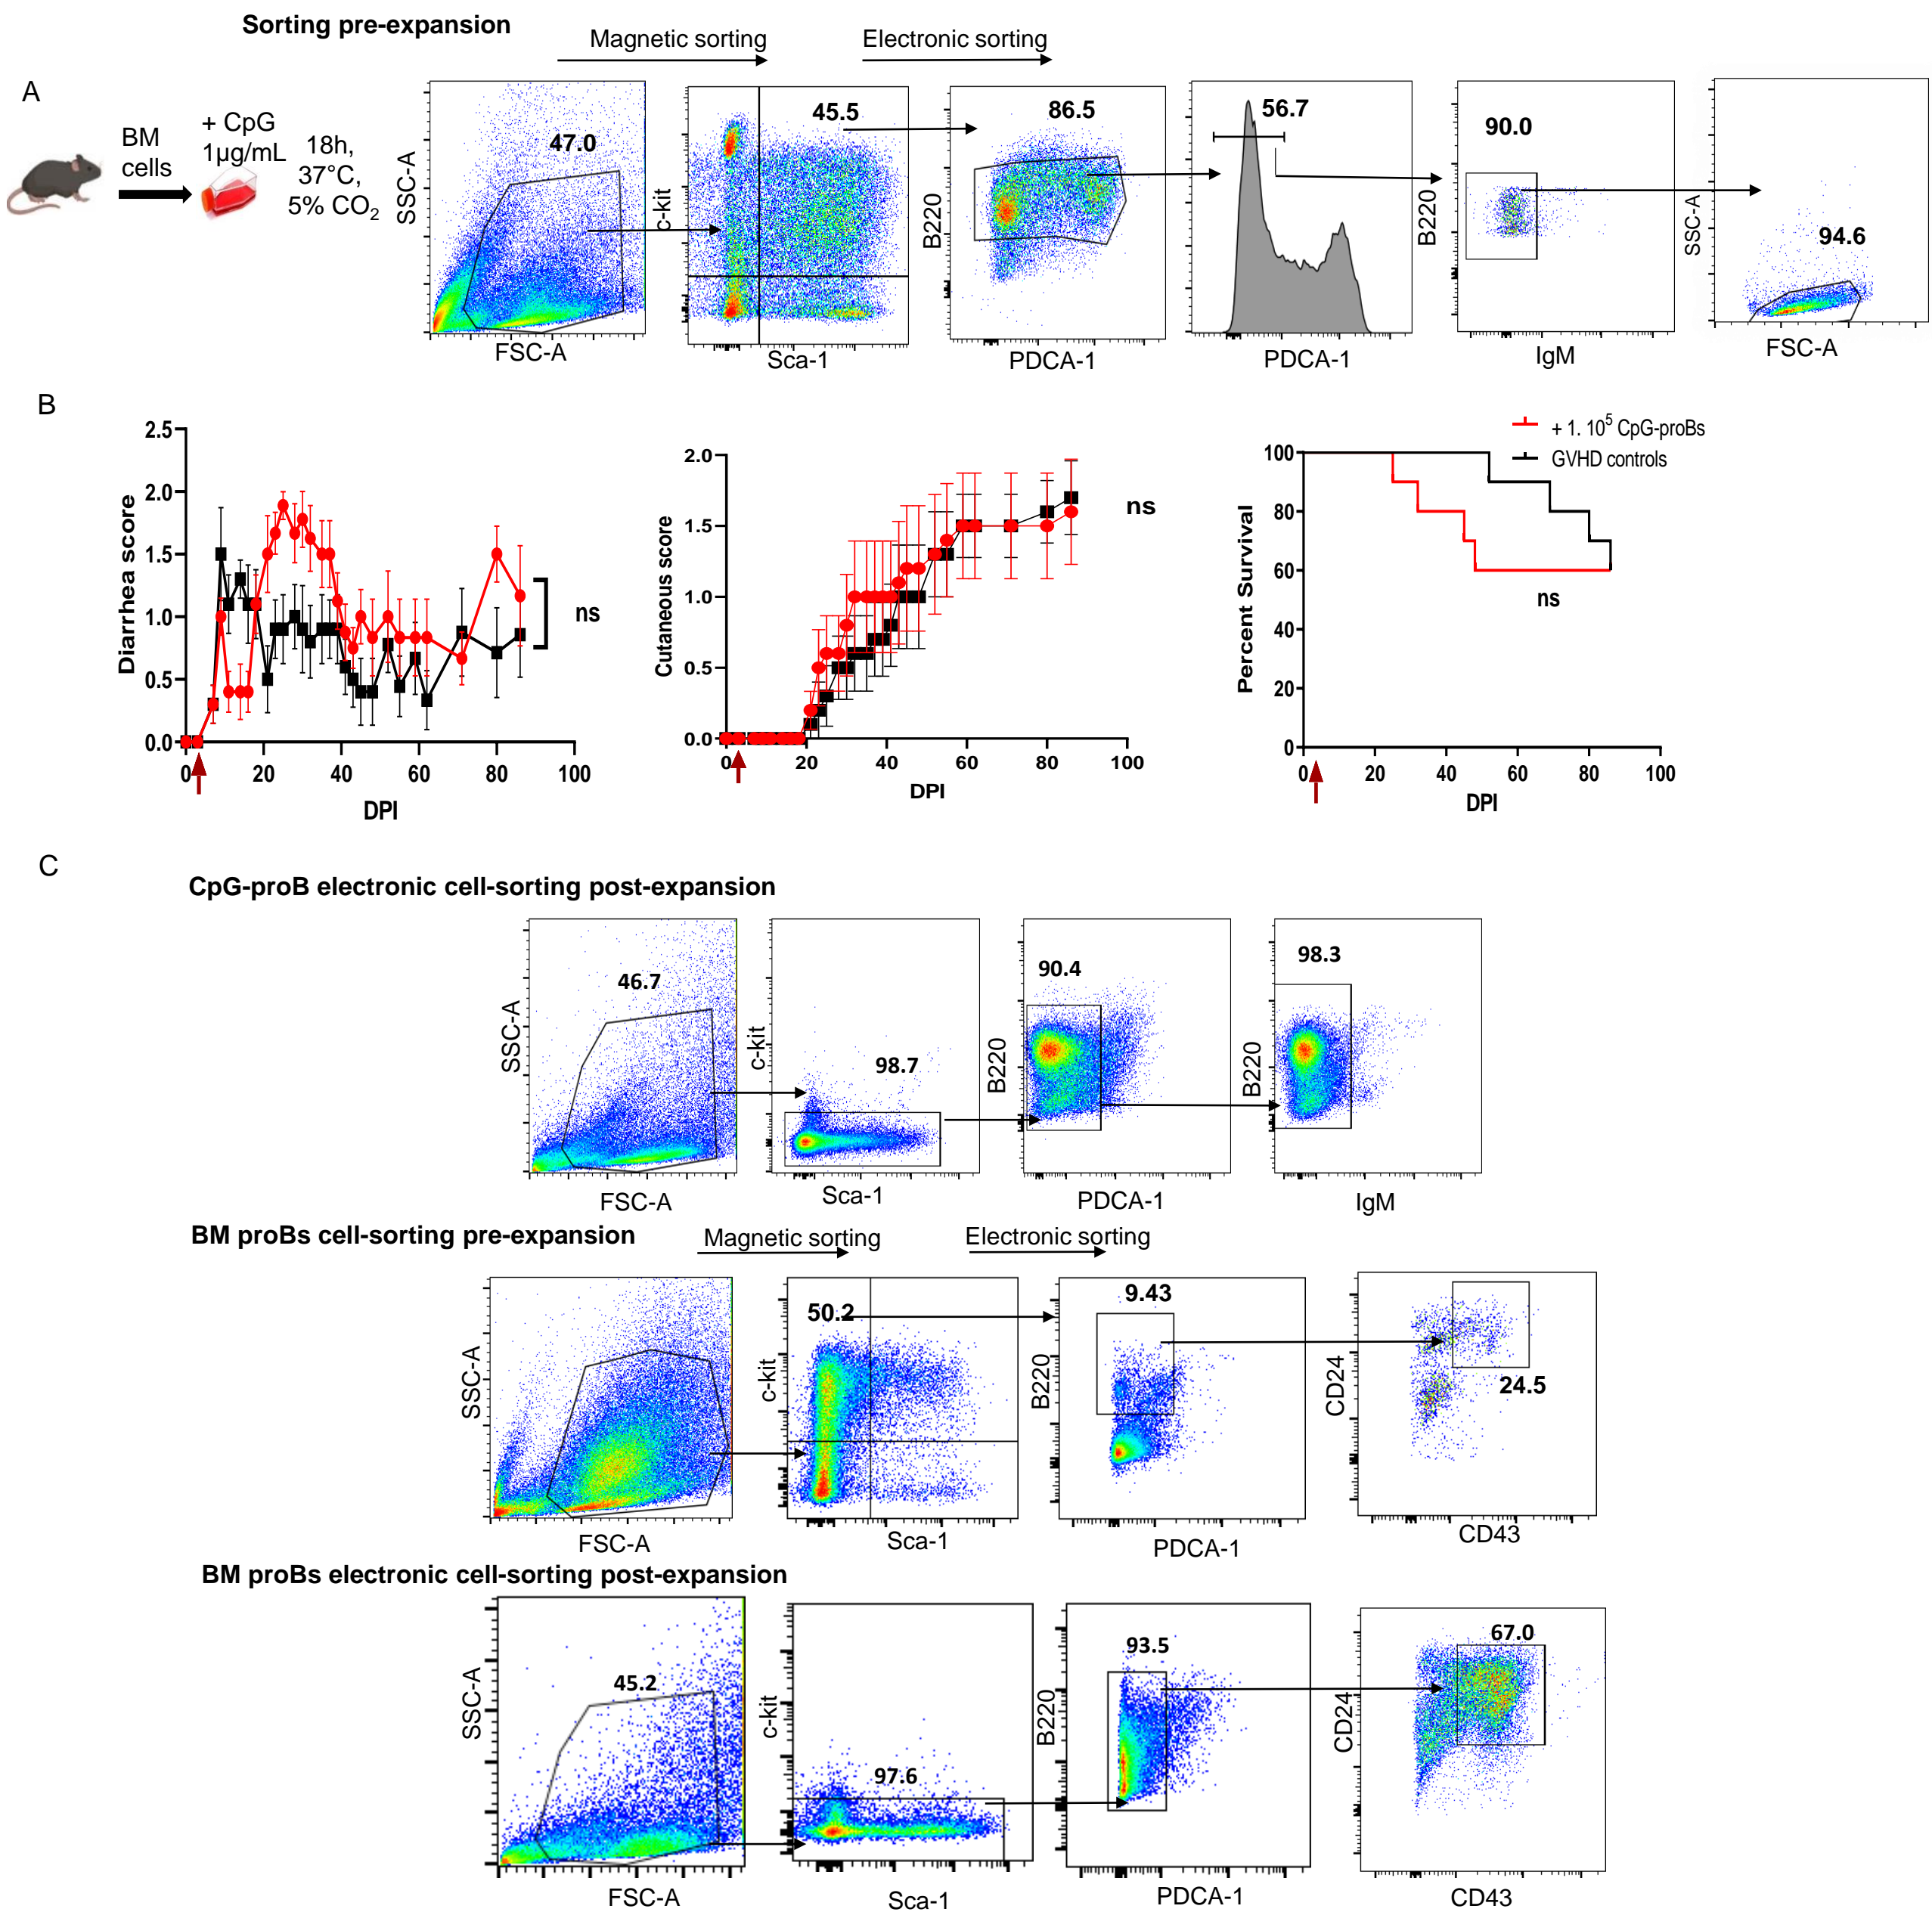

**Supplementary Figure 1.** (A) Cell culture and cell-sorting procedure of CpG-proBs. (B) Evaluation of CpG-proBs adoptively transferred at day+2 at  $1 \times 10^5$  cells per recipients in mice with GVHD: left, diarrhea score; center, cutaneous score, both ns, by two-way ANOVA with Bonferroni post-test; right, survival curve, ns, by Kaplan Meier estimates, N=10 mice per group. (C) Upper panel: electronic cell-sorting of CpG-proBs post-expansion over OP-9 cells; middle panel: Cell-sorting of proBs isolated from fresh BM; lower panel: Electronic cell-sorting of BM proBs after expansion over OP-9 cells.

A

Before expansion

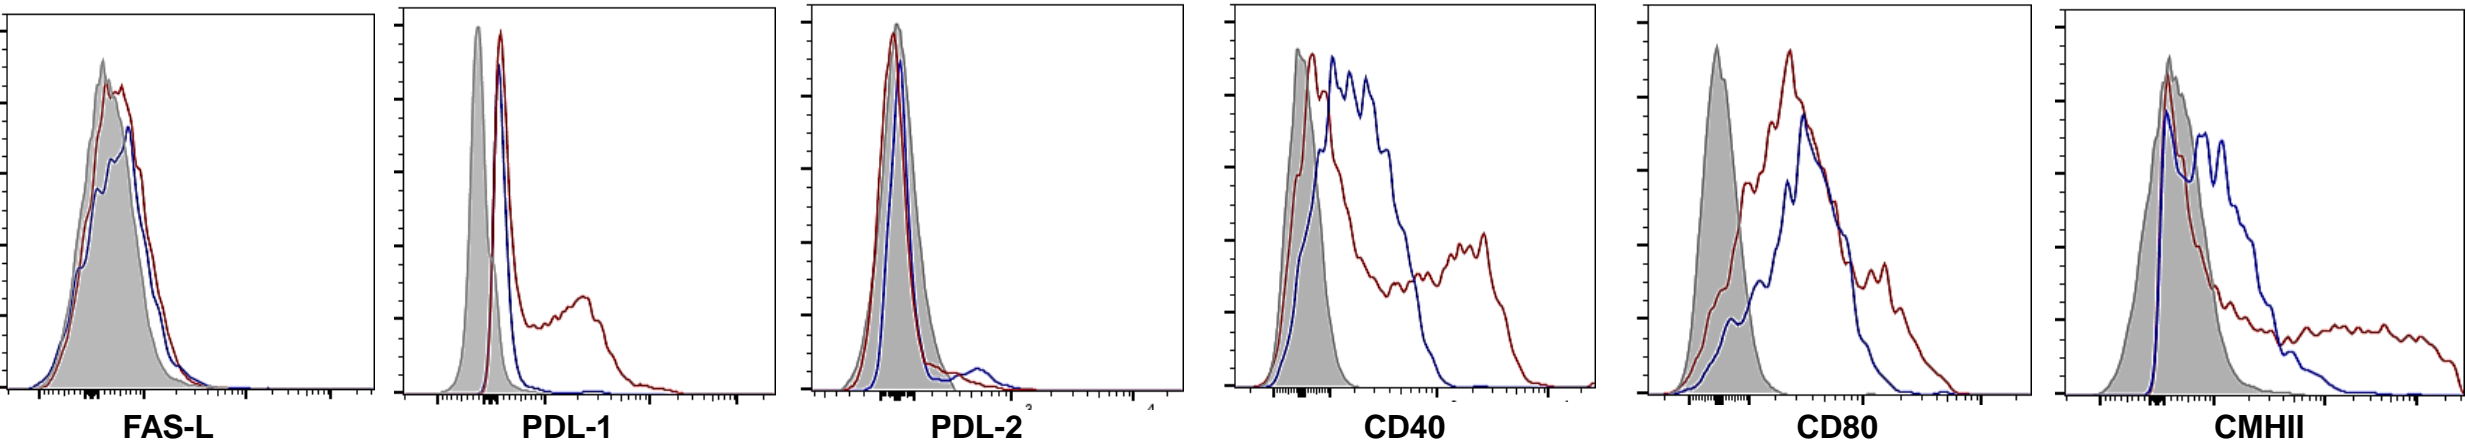

After expansion

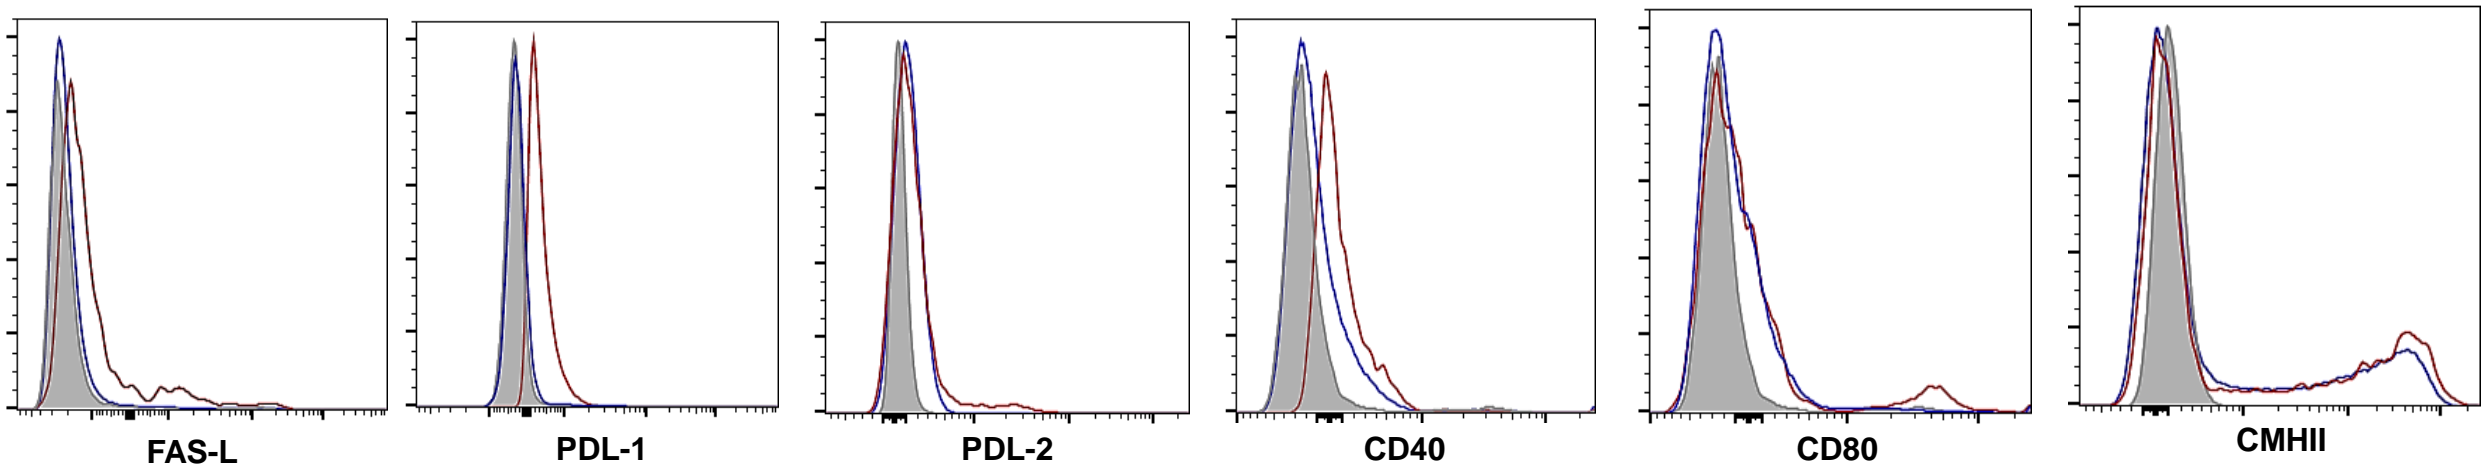

B

Cytokine expression by expanded progenitors

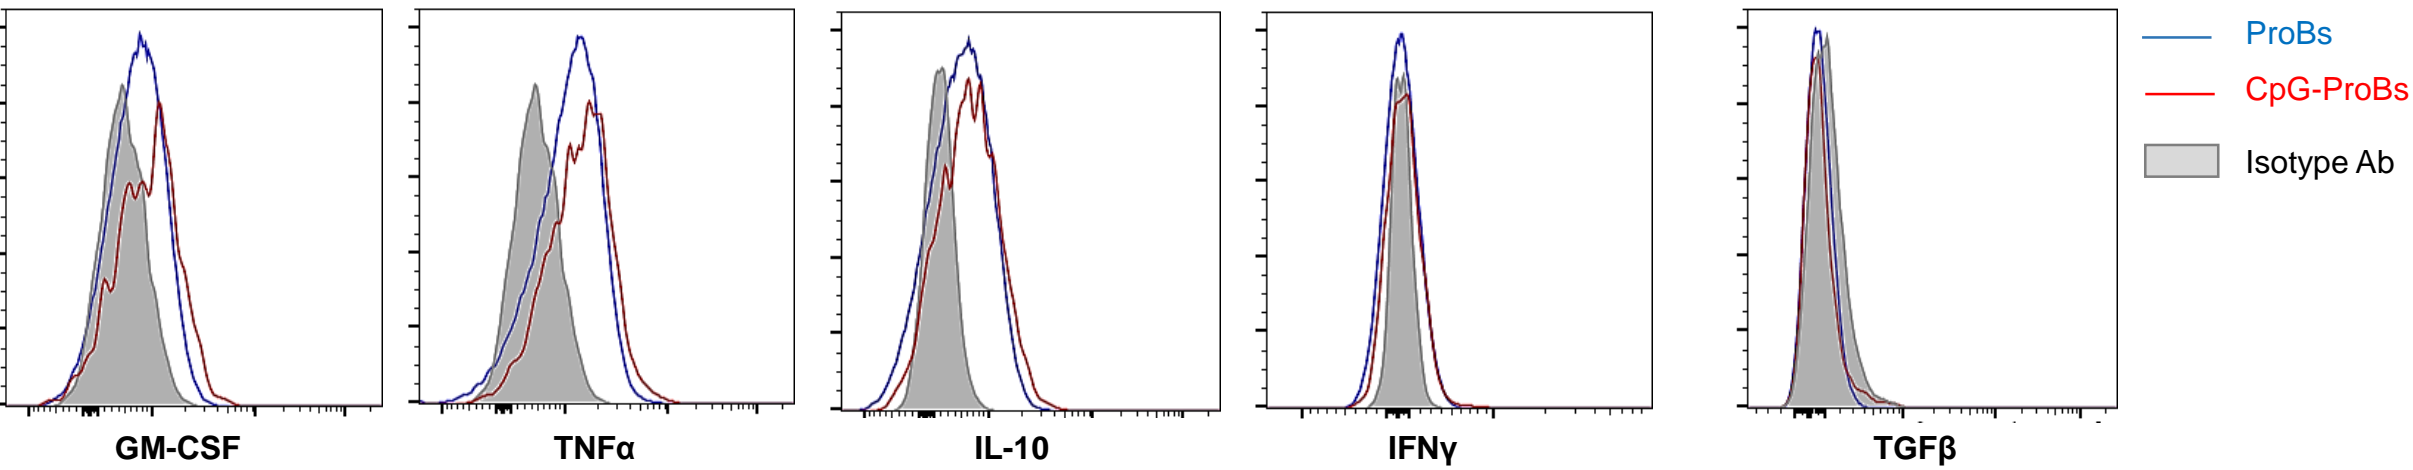

**Supplementary Figure 2.** (A) Cell-sorted CpG-proBs (red) and pro-Bs (blue) were compared for their expression of death and anergy inducing molecules as well as co-stimulatory markers before and after expansion over OP-9 stromal cells. (B) CpG-proBs (red) and ProBs (blue) were compared for their intracellular cytokine expression after activation for 4h with PMA + ionomycin. (A, B) Positivity was determined by comparison with isotype antibody staining (grey).

A

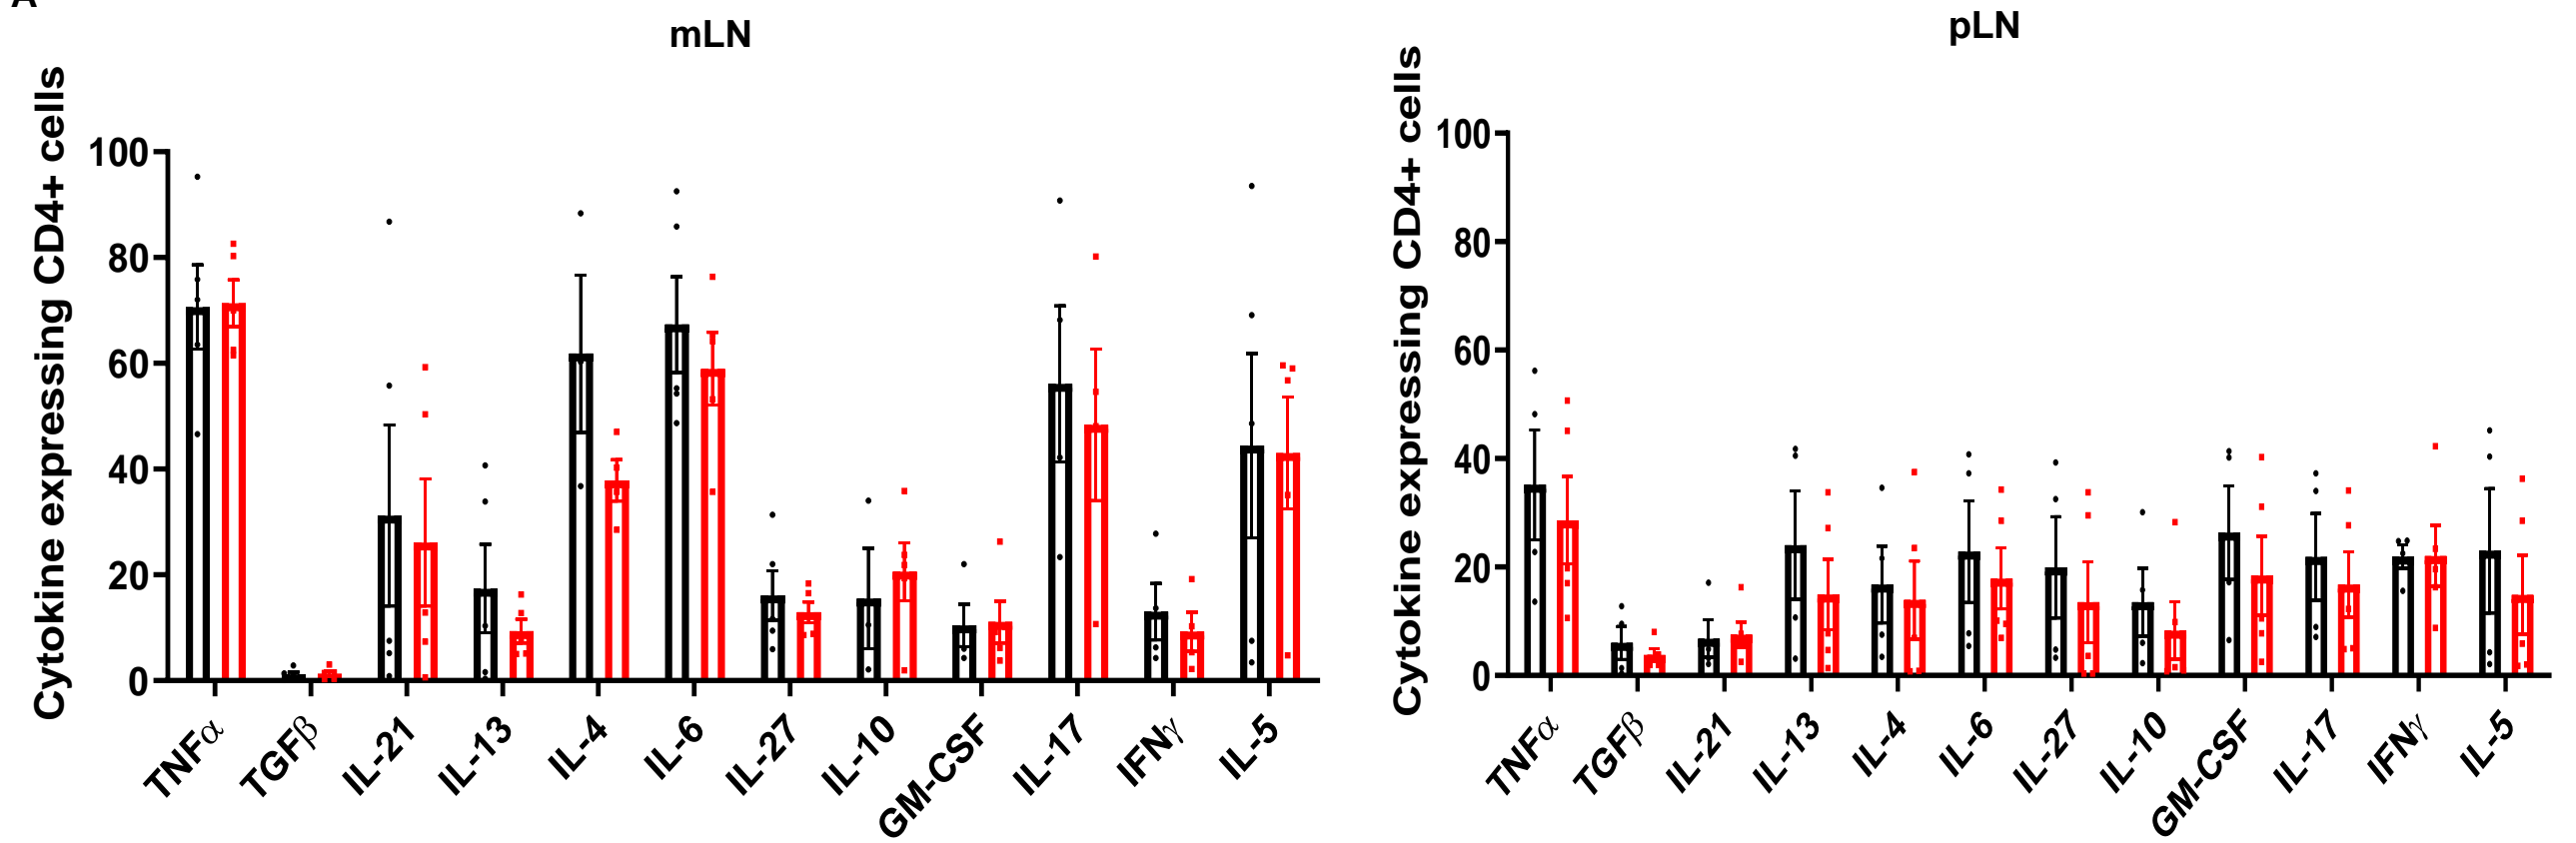

B

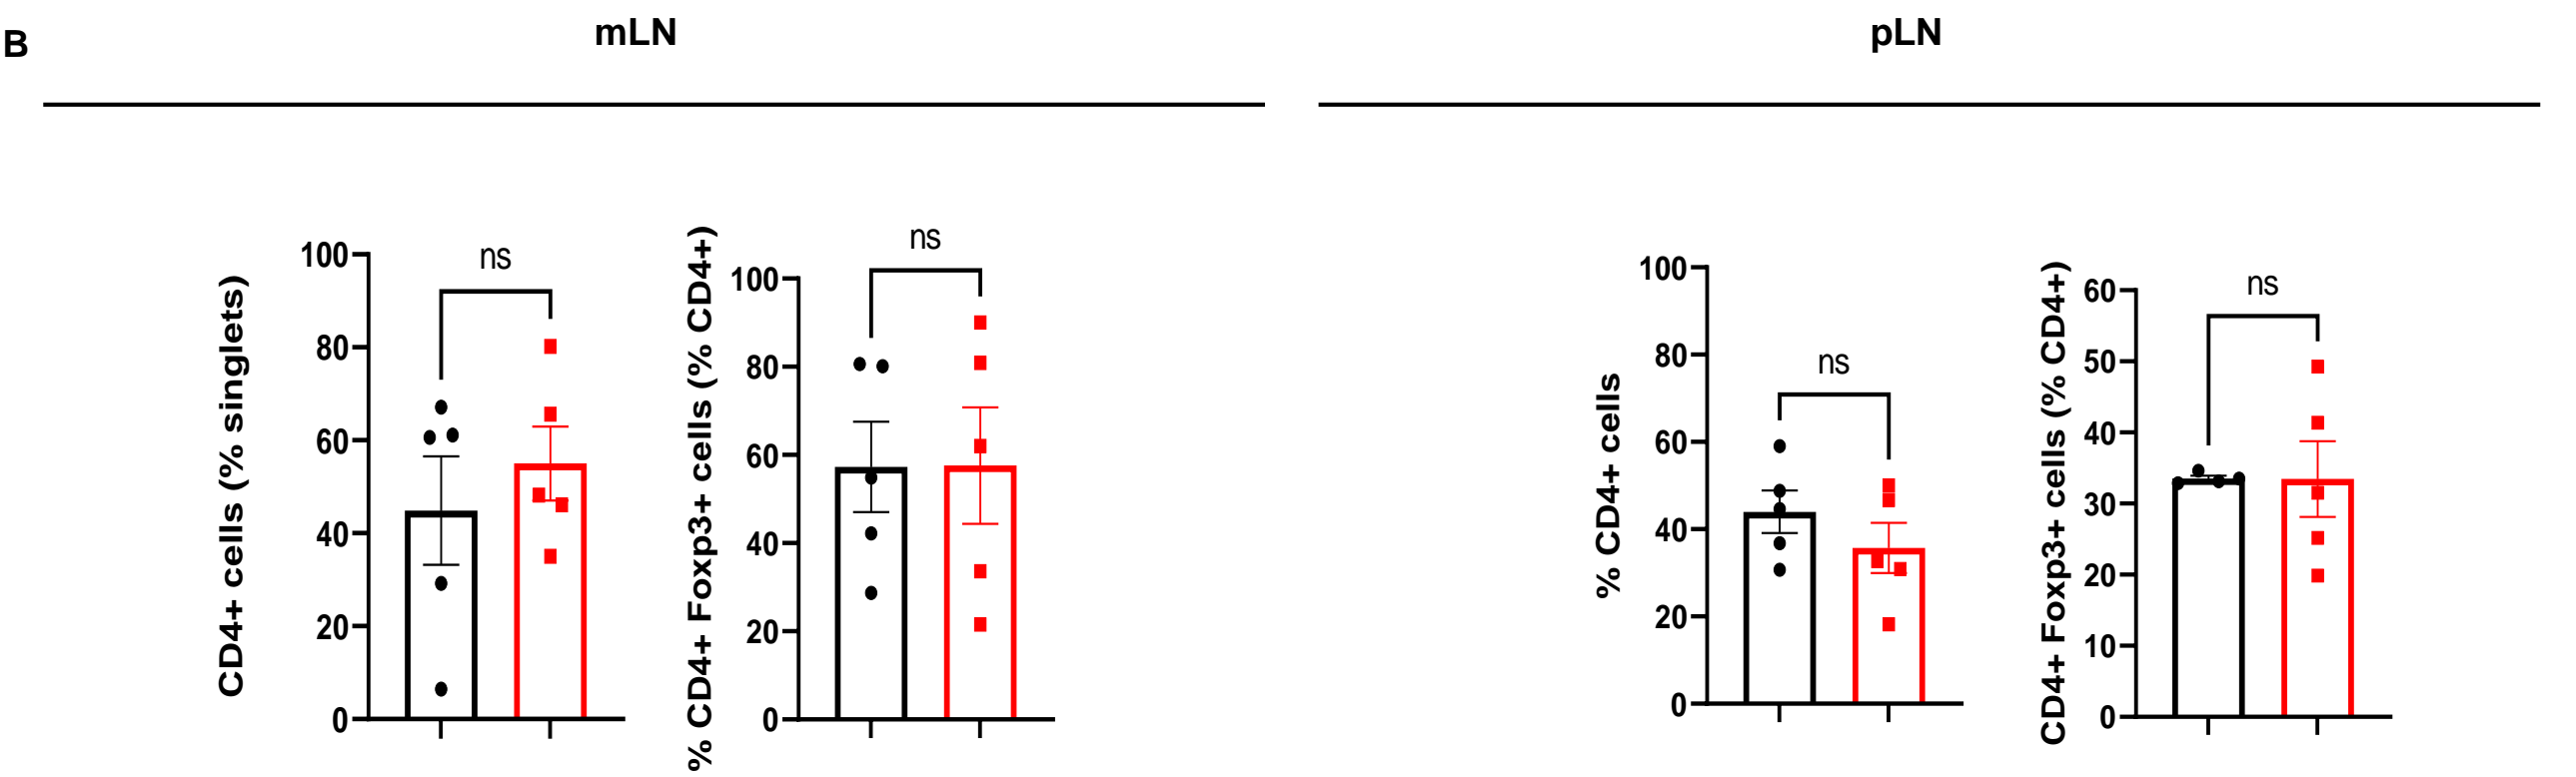

C

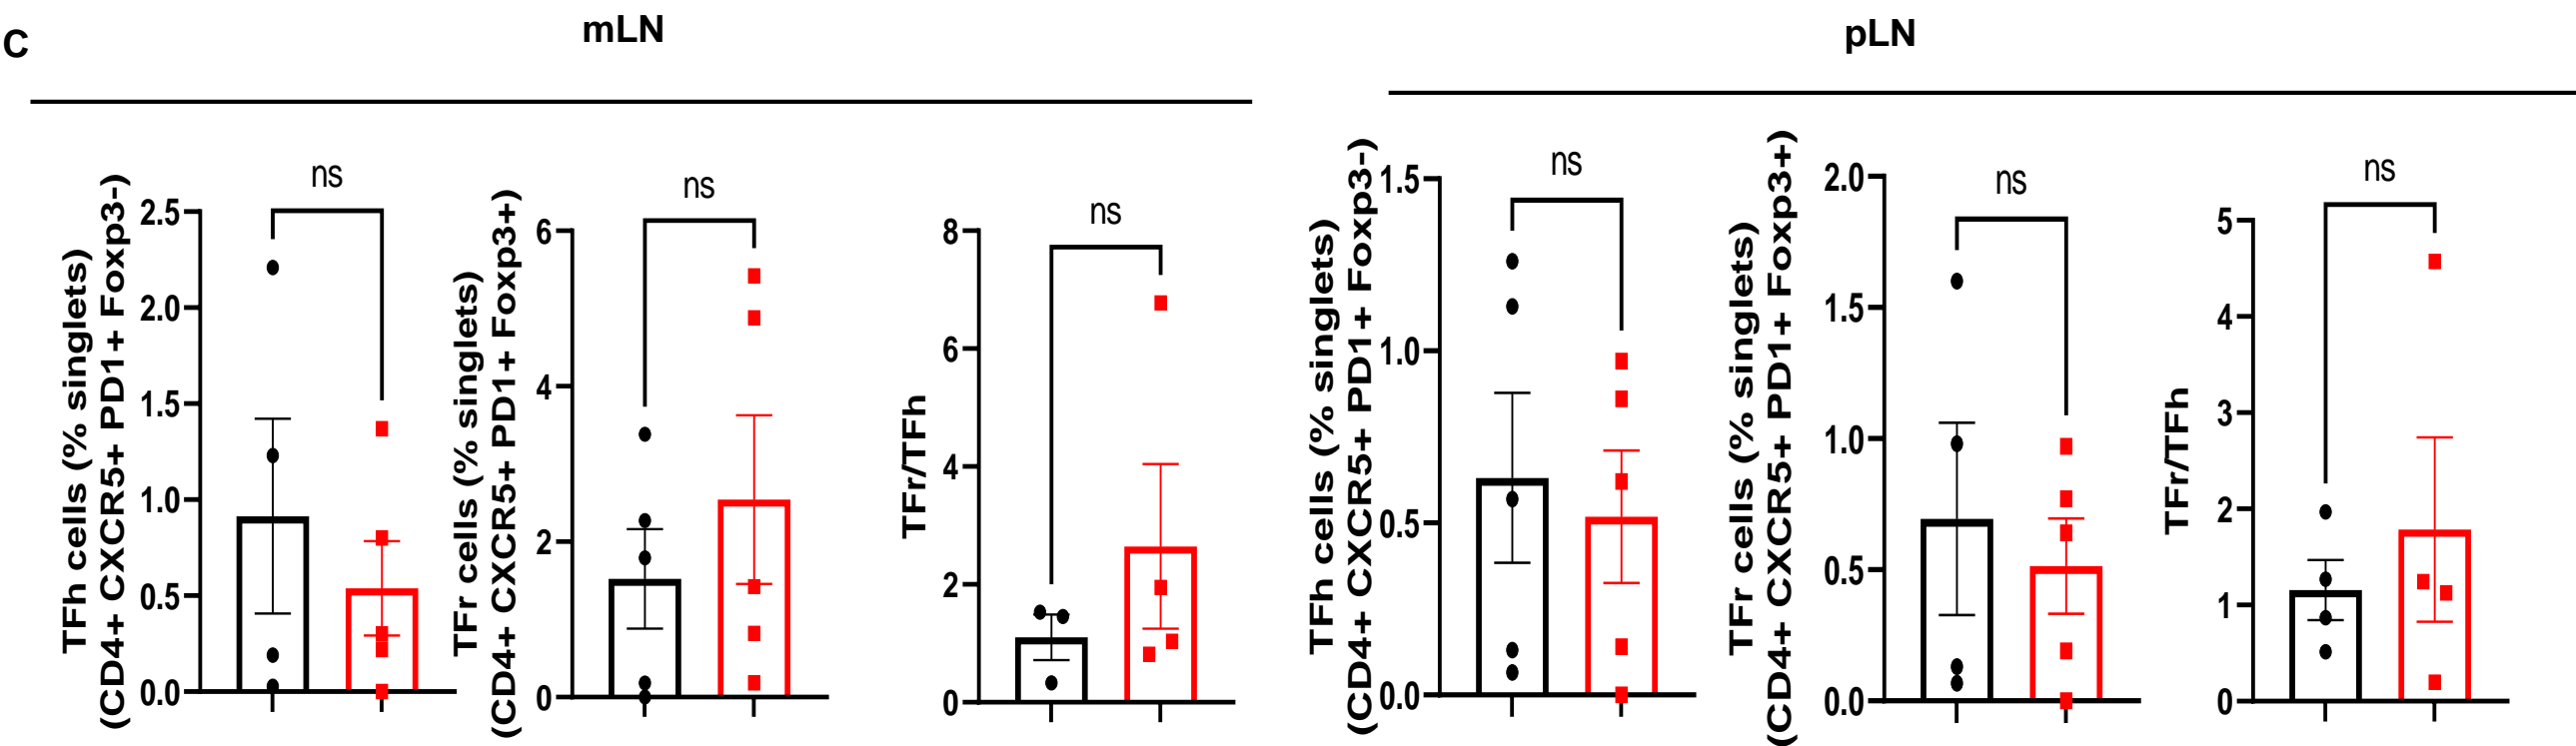

**Supplementary Figure 3.** GVHD control mice (black) and CpG-proB recipients (red) were compared at day+15 for (A) Intracellular cytokine expression by CD4<sup>+</sup> T-cells in the mLN and pLN. (B) Proportions of CD4<sup>+</sup> T-cells and CD4<sup>+</sup> Foxp3<sup>+</sup> T-cells in the mLN and pLN. (C) Proportions of follicular T helper cells (TFh) (CD4<sup>+</sup>PD1<sup>+</sup>CXCR5<sup>+</sup> Foxp3<sup>-</sup>), follicular T regulatory cells (CD4<sup>+</sup>PD1<sup>+</sup>CXCR5<sup>+</sup>Foxp3<sup>+</sup>) and TFr/TFh ratio measured by flow cytometry in the mLN and pLN. ns= non significant, statistical analysis by (A) two-way ANOVA and (B, C) unpaired Students' *t*-test.

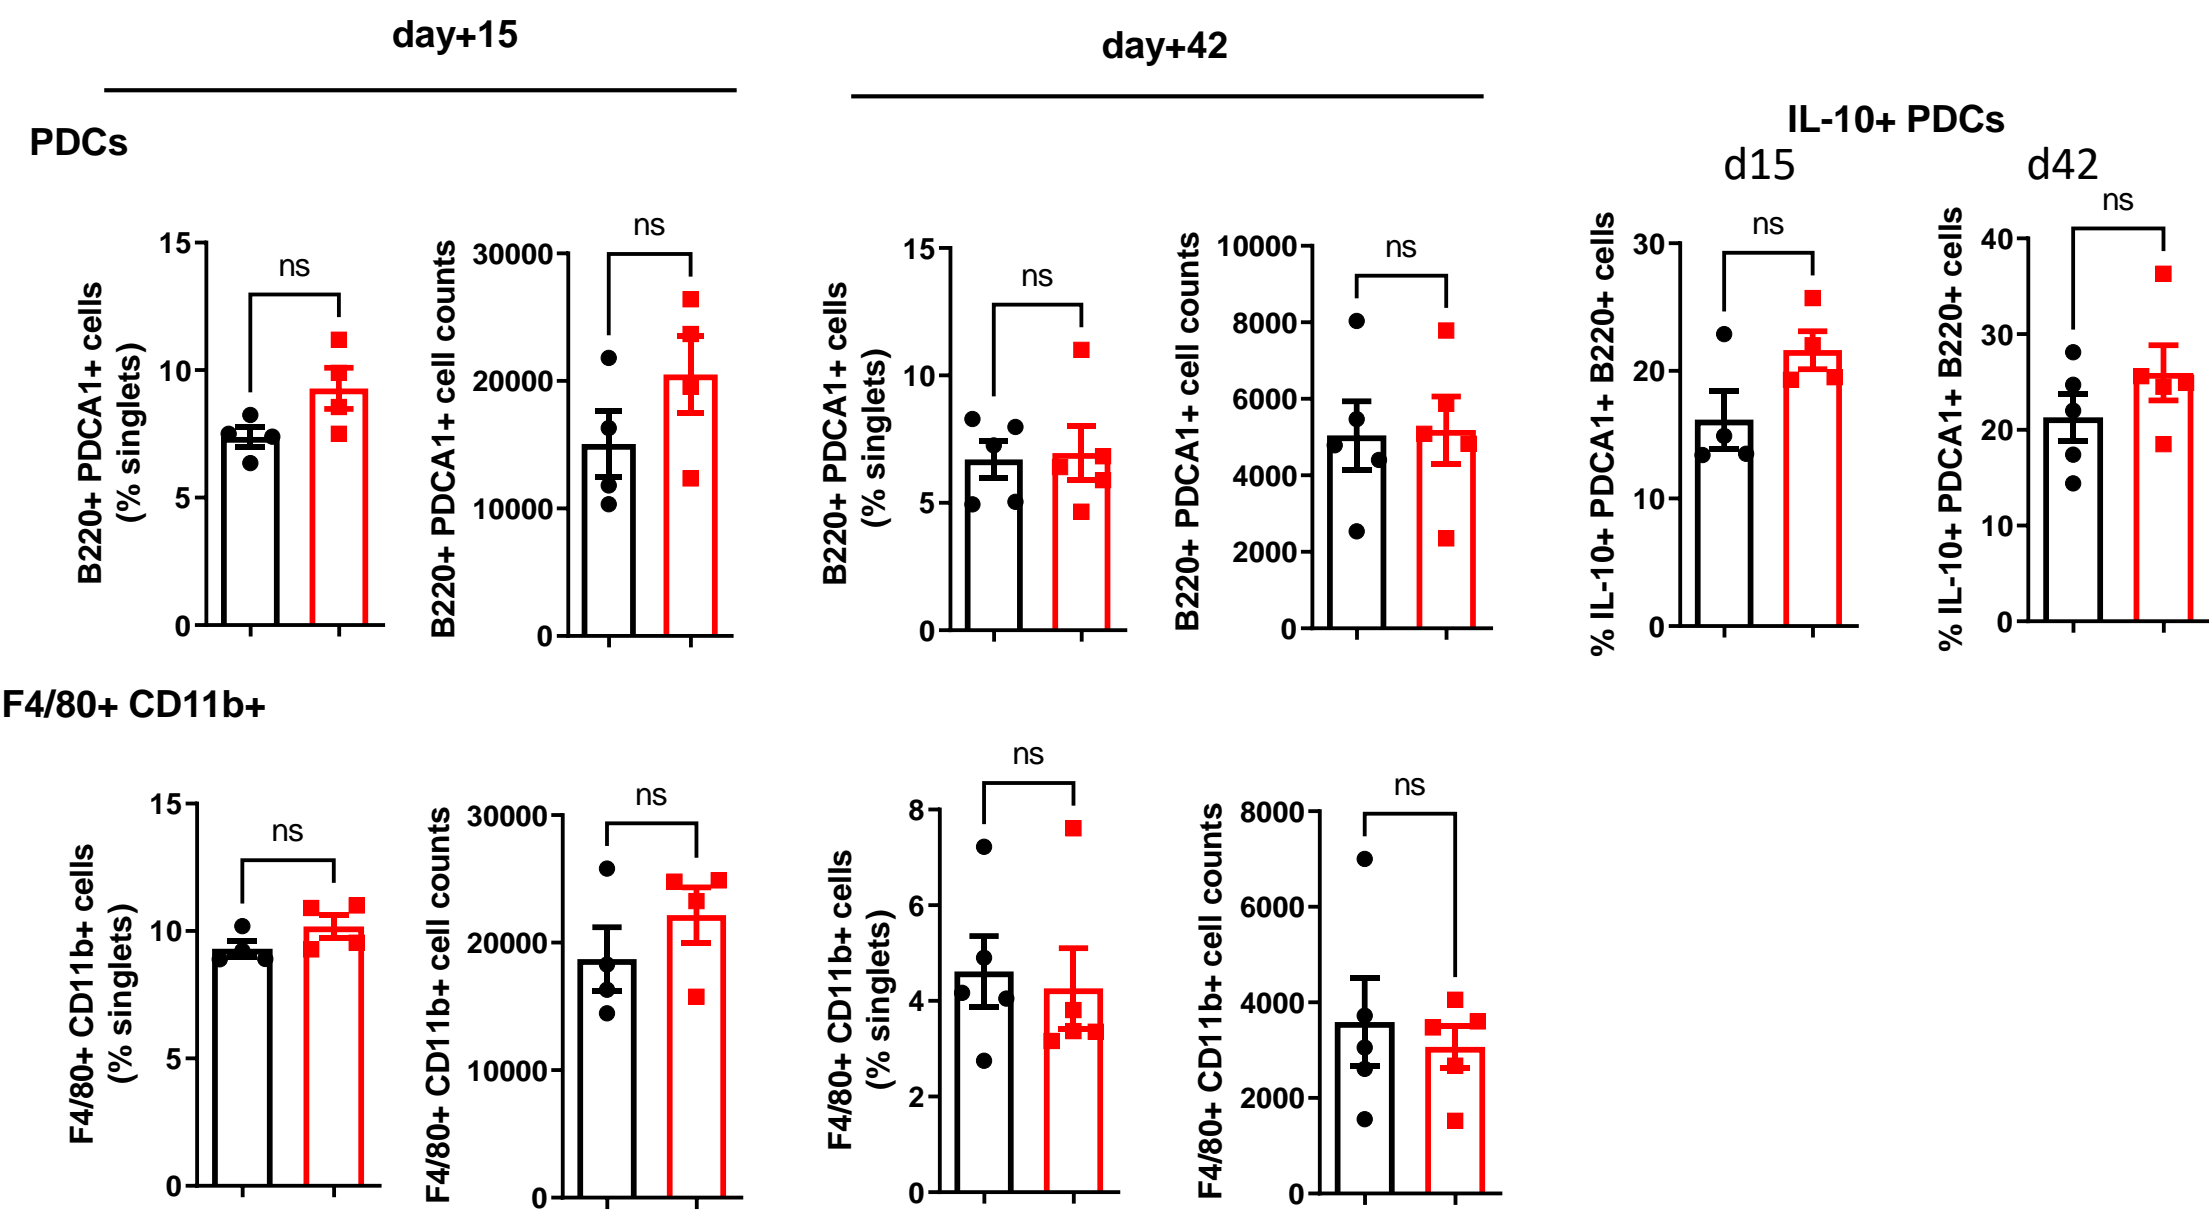

**Supplementary Figure 4.** Cells recovered from the skin of GVHD controls (black) and CpG-proB recipients (red) were analyzed by flow cytometry for their content in plasmacytoid dendritic cells (PDCS: B220<sup>+</sup>PDCA-1<sup>+</sup> cells) and macrophages (F4/80<sup>+</sup>CD11b<sup>+</sup> cells). Data represent mean ± SEM of their percentages and cell counts and of their IL-10 expression at day+15 and day+42 post-irradiation, as indicated. Ns, non significant, analyzed by unpaired Students' *t*-test.

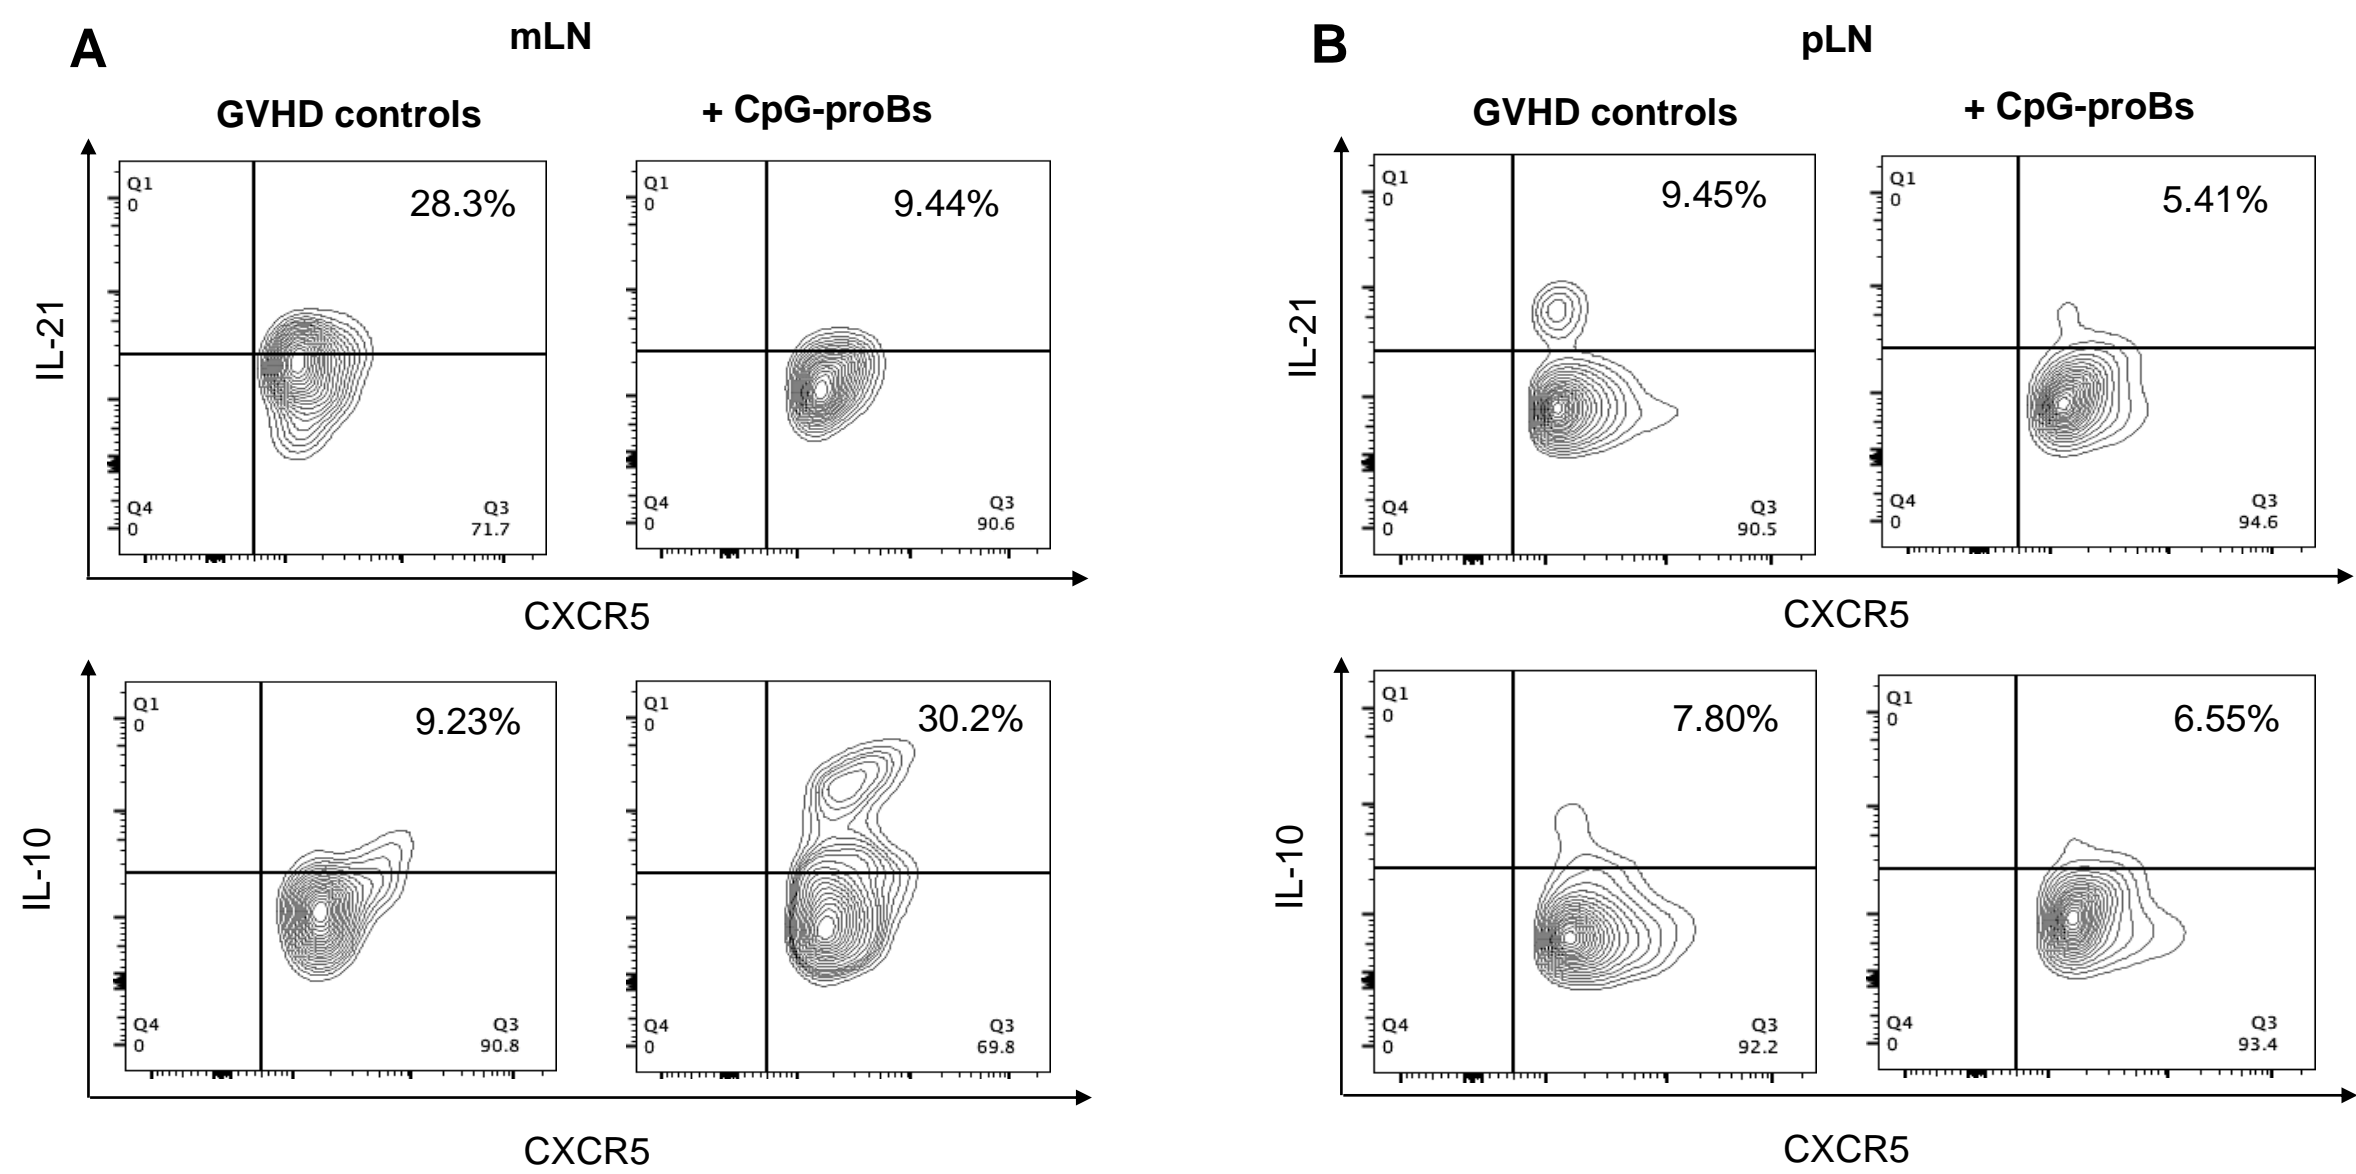

**Supplementary Figure 5. (A-B)** Representative FACS profiles of IL-21 and IL-10 expression by TFh cells (CD4<sup>+</sup> CXCR5<sup>+</sup>) in the mLN (A) and pLN (B)

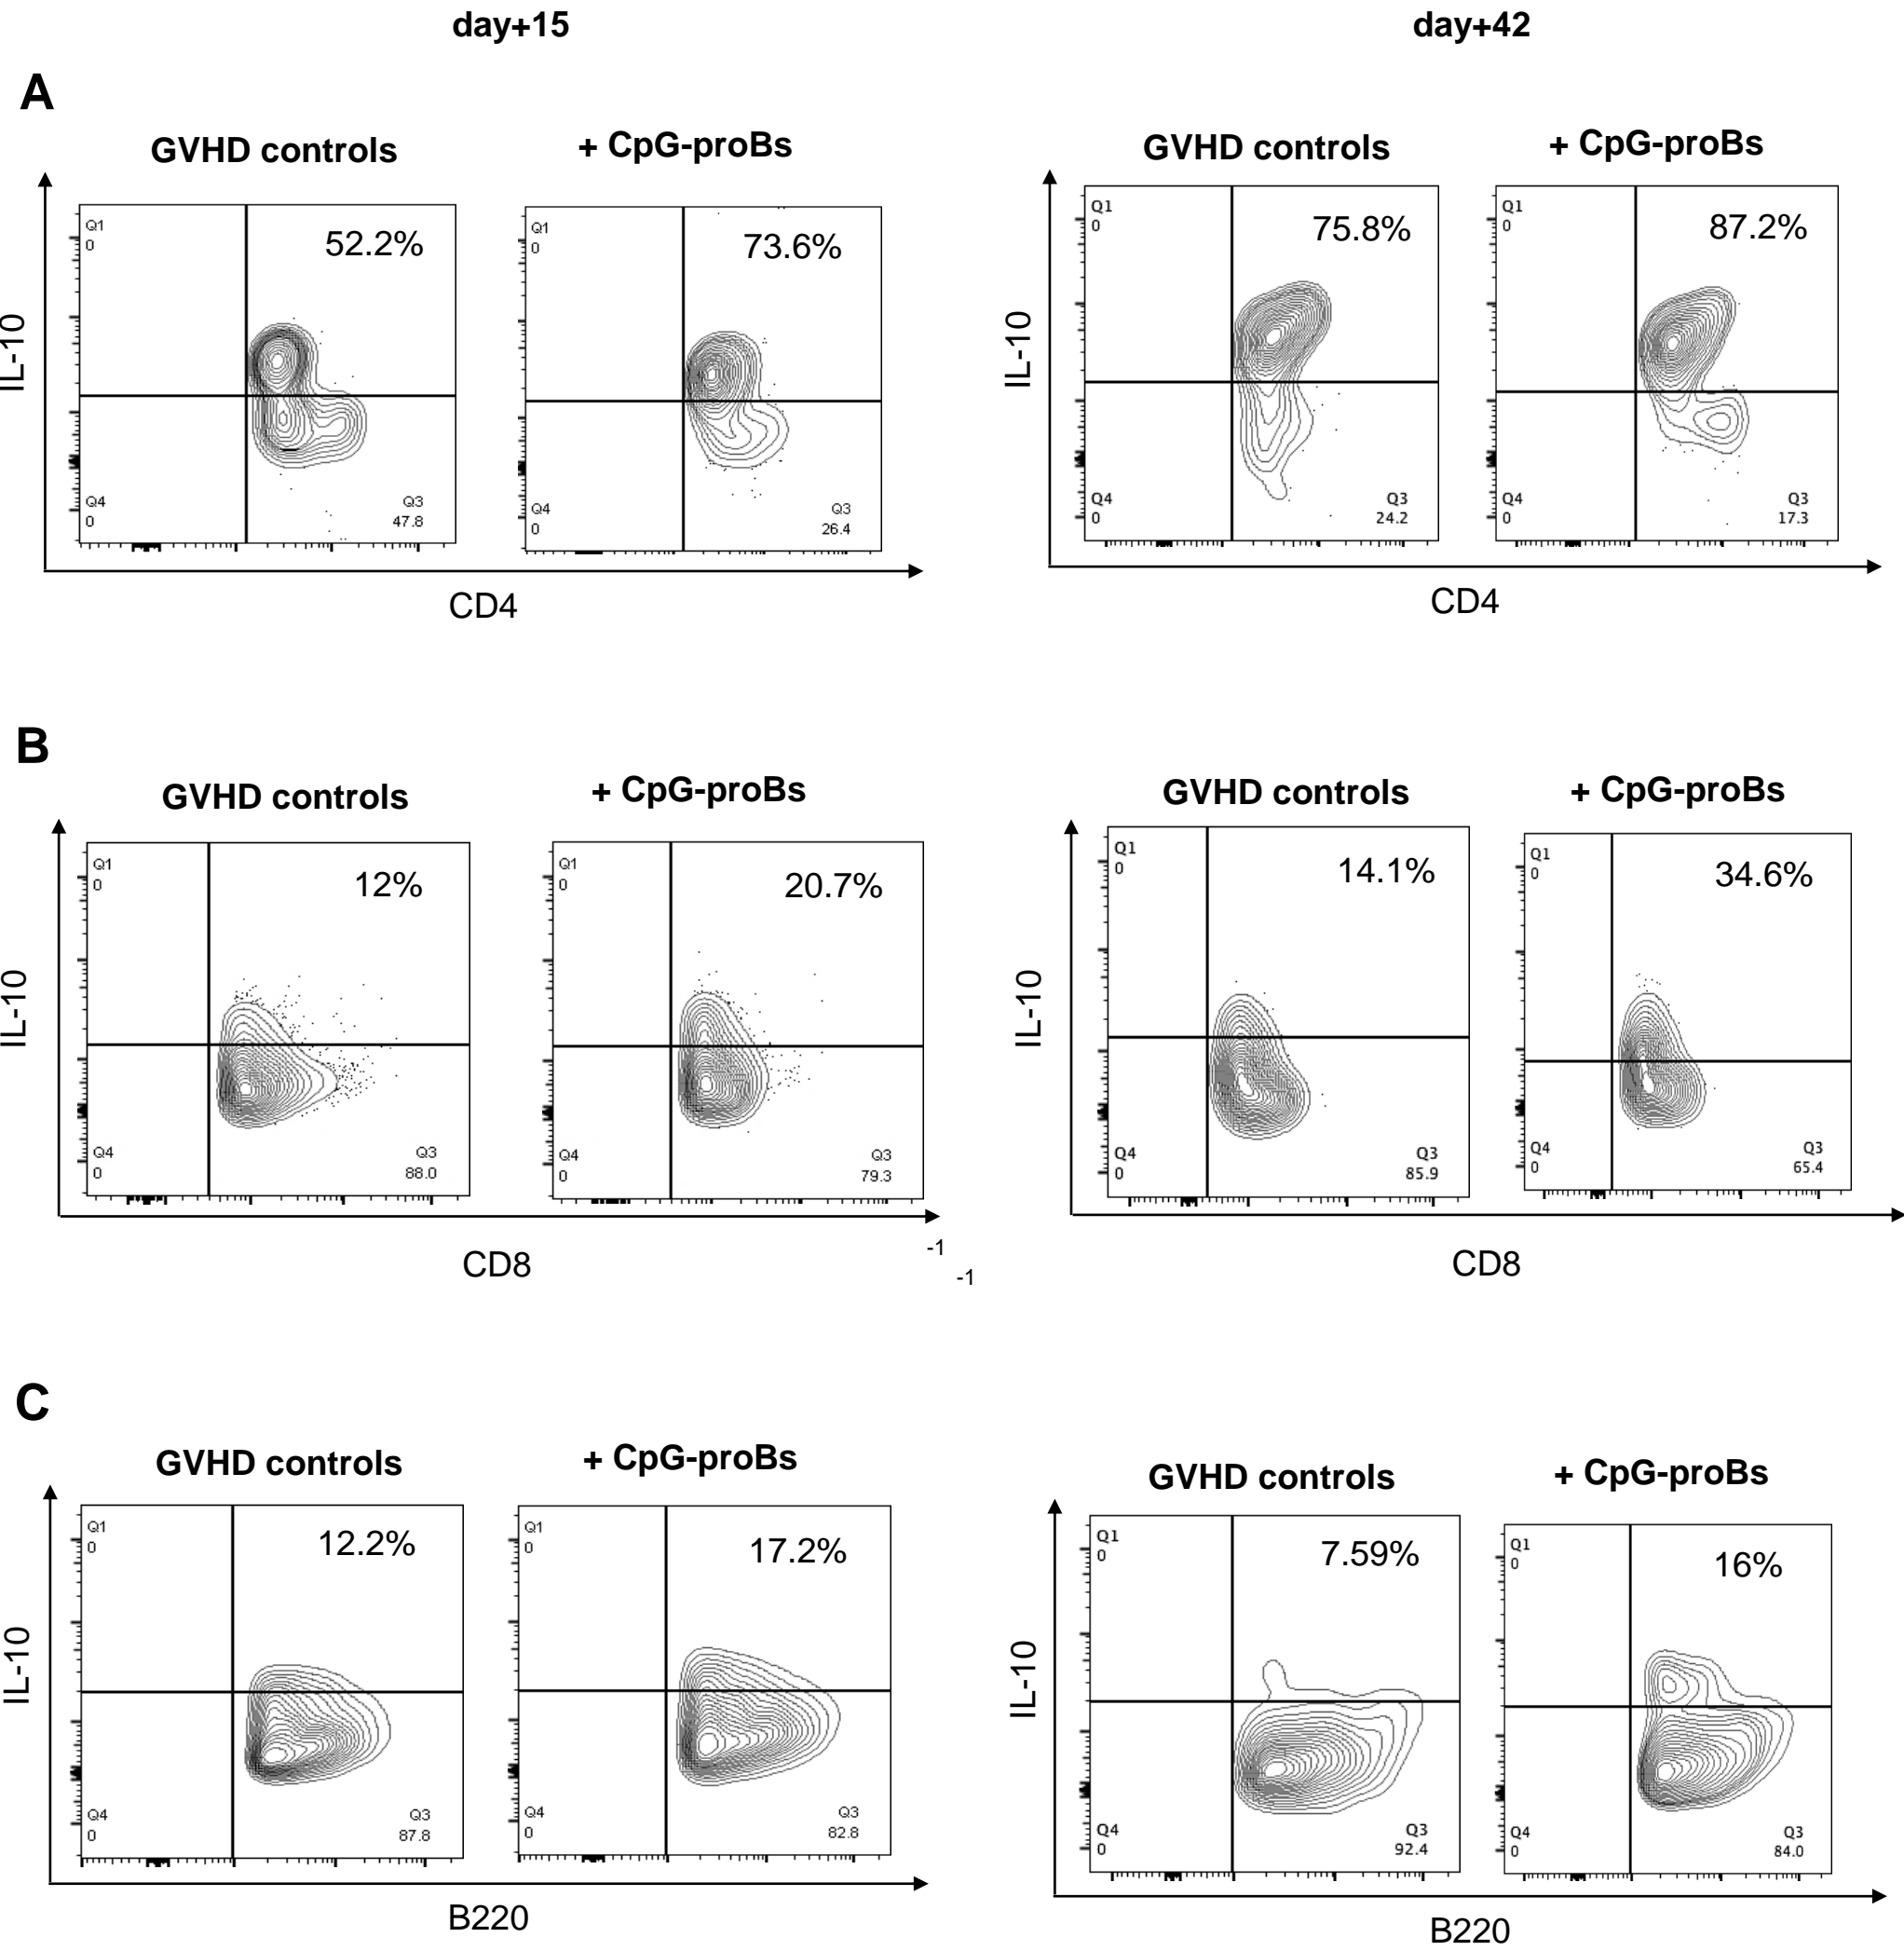

**Supplementary Figure 6. (A-C)** Representative FACS profiles of IL-10 expression at day+15 (left) and day+42 (right) by CD4<sup>+</sup> cells (A), CD8<sup>+</sup> cells (B) and B220<sup>+</sup> PDCA-1<sup>-</sup> cells (C) from skin infiltrates.

How the deposited data were processed for this re-analysis (not part of the article)

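Skin RNA from 3 GVHD controls and 3 CpG-proB recipients, taken at day+70 post-irradiation, was measured on a custom qRT-PCR plate with 84 genes of interest and 8 house-keeping genes. The paper gives the number of genes of interest as 80, and gives no numbers to the animals. The samples were assigned to their group by the labels of the submitters, which number them from 1 to 6. The authors extracted the RNA, made cDNA with random primers, amplified it with SYBR Green and deposited 1 Ct per well and animal, not normalized. How the Ct was called and how many technical repeats there were is not stated in the text or the supplementary files read here. The authors also deposited, on a log2 scale, 1 ΔΔCt per gene, the difference in Ct between recipients and controls less that of a reference of house-keeping genes. Beside it stands a fold, a ratio that the authors computed from the ΔΔCt. The paper states normalization to the geometrical mean of 6 house-keeping genes, and the text and the supplementary files do not name them.

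The 6 house-keeping genes were identified from the deposited ΔΔCt values. The reference that these values imply was compared with the arithmetic and the geometric mean of every combination of the house-keeping genes of 2 or more, and the single genes, 502 references in all. One reference, the geometric mean of the Ct of Ppia, Tbp, B2m, Rplp0, Tfrc and Gusb, differed from it by 3.82e-07 cycles and the next by 0.00057. The rule set for this step had named normalized values of each animal as its basis. The deposited ones are those of the group comparison, so results with all 8 house-keeping genes are given beside the others. For each animal, −ΔCt was computed as the arithmetic mean of the Ct of the 6 genes, which corresponds to the geometric mean of their expression, minus the Ct of the gene. It is a log2 value under full amplification efficiency, which was not measured here.

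The groups were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3 for the 82 genes with at least 2 Ct values in each group. Wells without a Ct were left missing. A gene passed the threshold of the study with a fold change of at least 1.4 in either direction and an unadjusted p of at most 0.05. P-values were adjusted by the Benjamini-Hochberg method over the 82 genes. Each gene and each list of genes was also compared by an exact permutation test (two-sided), which with 3 animals per group cannot go below 0.1. The standard errors of single genes are those of limma, in which the variance of a gene is moderated towards that of all genes with 12.7 prior degrees of freedom. Those of a gene relative to others in the same animal, and of the mean of Tgfbr2, Itga1 and Timp2, come from the spread within the groups without moderation. The figure was drawn with matplotlib 3.10.9 in Python 3.11.15. The fit and the thresholds were tested on 100 simulated plates of 82 genes, 20 of them changed by 2 on the log2 scale. The plates took the mean and the spread of each gene from Ct values without normalization, with independent noise for each gene. Normalization and shifts that the genes of an animal share were therefore not tested. There, 77.1% of the changed genes and 5.92% of the 62 unchanged genes passed the threshold of the study, and 40.5% and 0.871% had an adjusted p of at most 0.05. Without moderation, 60.8% and 4.68% passed the threshold.

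The genes named are those that the paper names for this plate, the members of 4 lists (Th1, Th2, macrophage and matrix genes), Il13, Il10, Tgfb1, Il21, Col1a2, Il12rb1 and Fcer2a, and up to 5 further genes with the largest change among those past the threshold, which were 3 (Tgfbr2, Itga1 and Timp2). Some of these genes, and the mean of the Th1 list, are not reported here. This rule, the 4 lists, the tests and the alternatives were set before the data were examined, except those described as chosen after seeing the data. The alternatives replaced the reference (all 8 house-keeping genes, the 3 of the smallest spread, each of the 6 left out in turn, the median Ct of the genes of interest, or none), the type of mean, the handling of missing wells (a Ct of 40), the filter (a mean Ct of at most 35), the thresholds (a fold change of 2 or 1, a p of at most 0.01), the variance model (none, trend, robust, linear scale) and the animals (each left out in turn). The positions of the primers and the chromosomes are those of the paper's primer table. All 92 transcript identifiers of that table were found in the gene table of GRCm38.p6, where 91 carry the same symbol and Ctgf is listed under another. No coordinates are given, since the paper's table names no genome build. The depth of a qRT-PCR well is given by its Ct, and 35 of the 82 genes tested had a Ct at or past the lowest negative-control Ct in at least 1 animal. The flow cytometry, histology and survival experiments of the paper were not analysed here.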

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

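In this part, the main limma fit, the exact permutation tests of single genes and the alternatives of reference and animals were set beforehand. The other tests were chosen after the results were seen, and no biological explanation was tested beyond the comparison of the 2 groups.

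Among the genes past the threshold of the study were 5 that Figure 7C does not show. Fcer2a fell by 1.72 on the log2 scale (standard error 0.68, adjusted p = 0.183 from limma) and Il21 fell by 1.17 (standard error 0.54, adjusted p = 0.284) in CpG-proB recipients. Tgfbr2 rose by 1.45 (standard error 0.56, adjusted p = 0.183), Itga1 by 1.27 (standard error 0.60, adjusted p = 0.284) and Timp2 by 1.26 (standard error 0.55, adjusted p = 0.26). None of the 5 reached an adjusted p of 0.05, and 0 of the 5 passed the threshold when each gene kept its own variance. The groups did not overlap for Tgfbr2 (exact permutation p = 0.1) and overlapped for Fcer2a, Il21, Itga1 and Timp2 (exact permutation p = 0.2 for each).

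The fall of Fcer2a rests on weak signal. Its Ct was at or past the lowest negative-control Ct in 6 of the 6 animals, with a mean of 31.2, so that signal at the level of the negative-control wells is a candidate explanation. For Il21 this held in 1 of the 6 animals (mean Ct 27.5). The recipients, at 28.12, 28.58 and 28.05, all lay close to that limit of 28.21, and the controls, from 26.23 to 27.73, below it. The lowest of the recipients' own negative-control wells were at 28.97, 28.74 and 29.32, so each lay below its own. The margin was small in recipient 5, so weak signal of Il21 in the recipients is not excluded. Fcer2a and Il21 passed the threshold without normalization (−2.01 and −1.46). They also passed with the median Ct of the genes of interest as the reference (−2.13 and −1.58), where both had an adjusted p of at most 0.05. Both lost the threshold with all 8 house-keeping genes, at −1.42 for Fcer2a and −0.87 for Il21. Fcer2a also lost it without control 3 (−1.20) or recipient 4, and Il21 without control 2 (−1.25), control 3 (−0.87), recipient 4 (−0.84) or recipient 5 (−1.13). A difference between the groups in the cells that carry these transcripts stays open and untested.

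For Tgfbr2, Itga1 and Timp2, a shift of the house-keeping reference that moves every gene alike was weighed. Less the median log2 fold change of all genes, which no such shift can alter, the mean of the 3 genes still rose by 1.21 (standard error 0.54, exact permutation p = 0.1). The 3 genes were picked for their change, so this does not decide, and with the median Ct of the genes of interest as the reference each of them lost the threshold, at 1.04 for Tgfbr2, 0.86 for Itga1 and 0.84 for Timp2. A change of these genes and a shift of the reference cannot be told apart here. Each of the 3 also lost the threshold in at least 2 of the fits that left out 1 animal. Tgfbr2 lost it without control 1 (1.00) or recipient 6 (1.07), Timp2 without control 1 (0.99), recipient 5 (1.10) or recipient 6 (0.94), and Itga1 without control 1 (1.22), control 2 (0.94), recipient 5 (1.20) or recipient 6 (0.79). That the genes stand out by selection among 82 is not excluded either, and an effect of CpG-proBs stays open.

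The negative-control wells, which the paper does not discuss, gave a signal in each of the 6 animals, with a lowest Ct of 28.2 and a highest of 30.1. RNA or DNA of the sample in these wells is one candidate source. Over the 6 animals, the mean negative-control Ct followed the median Ct of the genes of interest (Pearson's r = 0.815, exact permutation p = 0.0486; Spearman's rho = 0.771, exact permutation p = 0.103), the one relation computed, so that adjustment changes neither p. Without controls 1 and 2, the 2 animals farthest from the median, r was 0.413, so the relation rests on them. A carry-over of sample and products of the primers themselves cannot be told apart here, since 6 animals are few and what the wells contained is not stated in the text or the supplementary files read here.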

How the results depend on the processing

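With the 6 house-keeping genes, 14 genes passed the threshold of the study (10 higher and 4 lower), 9 of them in Figure 7C, and 2 had an adjusted p of at most 0.05. The count of 14 stayed within 1.5 times, from 11 to 16 genes, under each other alternative, and moved to 25 genes (25 higher, 0 lower) with the 3 house-keeping genes of the smallest spread, 22 (6 higher, 16 lower) with the median Ct of the genes of interest as the reference, 6 (3 higher, 3 lower) without normalization and 6 (6 higher, 0 lower) with a p of at most 0.01. With all 8 house-keeping genes it was 12, all higher, and on a linear scale without moderation 12 (11 higher, 1 lower). The split into higher and lower was 6 and 6 without control 1, 12 and 1 without control 3 and 15 and 1 without recipient 4. A fold threshold of 2 or of 1 and the filter on a mean Ct of 35 changed none of these counts. The genes of Figure 7C past the threshold were 4 without normalization and 15 without moderation, as with the geometric mean of the Ct values and no moderation. Under every other alternative they were from 6 to 12. The cause of these changes was not tested.

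The number of genes with an adjusted p of at most 0.05 depended on the processing. It was 6 with all 8 house-keeping genes, 8 with the 3 of the smallest spread, 6 with the median Ct as the reference and up to 6 with one of the 6 house-keeping genes left out. It was 6 with a trend of the variance on the mean level, 1 on a linear scale without moderation, 0 without normalization and 0 on the log2 scale without moderation, where 6 and 15 genes had an unadjusted p of at most 0.05 and the fold change. With only the 65 genes of a mean Ct below the negative-control wells it was 7. Over the 6 fits that each left out 1 animal it ranged from 0 (without recipient 6, where 12 genes passed the threshold of the study) to 6 (without control 3), and was 1 without control 2 or recipient 5. The lower number of animals is part of each of these 6 fits, and the cause of the other changes was not tested.

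Col3a1 was lower in CpG-proB recipients under every alternative. Its log2 fold change did not pass the threshold with all 8 house-keeping genes (−1.16), with the 3 of the smallest spread (−0.70) and with Actb (−0.12), Hprt, Ppia, Rplp0 or Tfrc alone as the reference, nor on a linear scale without moderation or with a p of at most 0.01. With each animal left out it ranged from −1.80 to −1.04 and did not pass without control 1 (−1.04) or recipient 6 (−1.32). With Actb alone, Cxcr4 (0.25) and Pdgfa (0.63) were higher in recipients.

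The choice of reference shifts all genes together. The 3 house-keeping genes of the smallest spread include Actb, whose Ct differed most between the groups (1.62 cycles). Results with these 3 genes therefore lean towards rises. With the 3 house-keeping genes of the smallest spread, the median log2 fold change moved from 0.11 to 0.86, the macrophage mean to 0.80, the Th2 mean to 0.95 and the matrix mean to 0.74, while Pdgfa (0.05), Arg1 (0.32), Adgre1 (0.15), Cd68 (0.19), Eomes (0.05), Il13 (0.64), Il13ra2 (0.017), Il10 (0.71) and Tgfb1 (0.02) turned from lower to higher in recipients. With the median Ct of the genes of interest, the median moved to −0.30 and the matrix mean to −0.42, and Nos2 (−0.30), Ifng (−0.068), Tbx21 (−0.31), Il4 (−0.15) and Col1a2 (−0.26) turned lower. Without normalization, Nos2 (−0.18), Tbx21 (−0.18), Il4 (−0.03) and Col1a2 (−0.14) turned lower. With all 8 house-keeping genes, Il13 (0.18) and Il10 (0.25) turned higher. With one of the 6 left out, Il13 reached 0.10 and Il10 0.17, and Nos2 fell to −0.061, Tbx21 to −0.068 and Col1a2 to −0.021. In each of these genes the log2 fold change was within 2 standard errors of 0 with the 6 house-keeping genes.

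With each animal left out in turn, the log2 fold change changed sign in 7 of the named genes, and ranged from −1.05 to 0.18 for Arg1, from −0.40 to 0.88 for Nos2, from −0.31 to 0.77 for Ifng, from −0.25 to 0.62 for Tbx21, from −0.96 to 0.99 for Il13, from −0.18 to 0.56 for Col1a2 and from −0.32 to 0.45 for Il10. For the 39 named genes other than Col3a1, the alternatives gave 499 results with the same direction and side of the threshold, 52 that were weaker, 33 that were stronger and 44 that were reversed. These hold single house-keeping genes as the reference for Cxcr4 and Pdgfa only. Without them, 3 genes, Egf, Il12rb2 and Mmp9, kept both under each alternative run for single genes, and 25 kept their direction. With B2m alone, Egf (1.40) and Mmp9 (1.02) did not pass, and Stat6 (−0.41), Itgb1 (−0.41), Ctgf (−0.28), Tgfb2 (−0.16) and Acta2 (−0.57) were among those that turned lower. The single house-keeping genes as the reference, the filter at the negative-control wells, the fit of single genes without moderation and the settings that joined 2 changes were chosen after seeing the data.

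No paired analysis was possible because the groups share no replicate numbers. The alternative that used deposited fold changes of each animal was not run, since the deposited table holds values of the group comparison. The Ct limits the genes with weak signal most, as 17 of the 82 genes tested had a mean Ct at or past the lowest negative-control Ct.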

Differences from the paper's values

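For Col3a1, the paper's p is about 0.045 in Figure 7D, read by eye, and limma with moderation gave an unadjusted p of 0.0154, where an exact permutation test of 3 against 3 animals gave 0.1. Of the alternatives set before the data were examined, all 8 house-keeping genes (0.0546 against the paper's), the 6 house-keeping genes without B2m (0.0407 against the paper's), the fit without recipient 4 (0.0363 against the paper's) and the fit without recipient 6 (0.0623 against the paper's) came within 1.5 times of it, and the others did not. With limma without moderation, set beforehand for the counts of genes but for Col3a1 chosen after seeing the values, it was 0.0472 against the paper's value. With the geometric mean of the Ct values and no moderation, a setting chosen after seeing the values, it was 0.0453 against the paper's value, and with all 8 house-keeping genes and no moderation, also chosen after seeing the values, it was 0.0604 against the paper's. With Rplp0 alone as the reference, chosen after seeing the values too, it was 0.0665 against the paper's. The scale of Figure 7D was checked against the −ΔCt values centred on the mean of the 6 animals. There, GVHD controls were at 0.73 against the paper's about 0.75, read by eye, and CpG-proB recipients at −0.73 against the paper's about −0.75, so the axis matches a log2 scale.

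Figure 7C lists as differentially expressed 6 genes that did not pass the threshold of the study here. Among them, the log2 fold changes were −0.70 for Pdgfa, 0.64 for Itgb1, 0.65 for Stat6, 0.77 for Ctgf and 0.90 for Tgfb2. Without moderation, an alternative set before the data were examined for the counts of genes, all 6 passed, and the 15 genes past the threshold were the 15 of Figure 7C. The geometric mean of the Ct values without moderation, chosen after seeing the values, gave 15 of the 15 genes too. Other settings called part of the 6. The linear scale without moderation called Pdgfa, Itgb1, Stat6, Ctgf and Tgfb2, the 3 house-keeping genes of the smallest spread called Itgb1, Stat6, Ctgf and Tgfb2, all 8 house-keeping genes called Tgfb2, or with no moderation Itgb1, Stat6, Ctgf and Tgfb2, and the median Ct of the genes of interest called Pdgfa. B2m alone or Gusb alone as the reference, chosen after seeing the values, also called Pdgfa. Here 5 genes passed that Figure 7C does not show, Fcer2a, Il21, Itga1, Tgfbr2 and Timp2.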

Other observations

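Apart from the counts over other splits of the animals and the comparisons of Il10 and Tgfb1, the tests in this part were chosen after the results were seen.

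The 6 animals can be split into groups of 3 in 10 ways. In 2 of the 10 splits at least 14 genes passed the threshold of the study, the real one and the split that sets controls 1 and 2 and recipient 4 against the others. An adjusted p of at most 0.05 was reached by as many as 2 genes in 1 of the 10 splits, the real one, and by 0 genes in the others. Without moderation, 15 genes passed in 1 of the 10, the real one, and at most 11 in the others. With 10 splits, the share of splits cannot go below 10%, so a chance arrangement of the animals cannot be told apart from an effect by these counts.

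Without normalization, Actb and Hprt, which the deposited comparison leaves out, had the largest differences in Ct between the groups among the house-keeping genes. Both had more cycles in CpG-proB recipients. Less the mean of all house-keeping genes, B2m, which that comparison keeps, differed most (−1.35 cycles, against 1.04 for Actb and 0.73 for Hprt). B2m also had the largest spread within the groups (0.79). A reference with Actb and Hprt raises every log2 fold change, and one with B2m lowers it. Without B2m, the value for Col3a1 was −1.24 instead of −1.45. The 3 genes lower in recipients in Figure 7C were therefore tested against a shift that moves every gene alike. The 3 were selected by the study on these samples, so the p adjusted over all 82 genes was used. With the median Ct of the genes of interest as the reference, which holds no house-keeping gene, the log2 fold change of Col3a1 was −1.87 (adjusted p = 0.0167 from limma). This reference moved the median log2 fold change of all genes to −0.30, so it leans towards falls. The adjusted p does not take this into account. The fall of Col3a1 was far larger than that median, which argues against such a shift as its whole cause. With this reference, the log2 fold change was −1.49 for Cxcr4 (adjusted p = 0.0637) and −1.12 for Pdgfa (adjusted p = 0.131). For these 2 genes a change of the gene and a shift of the reference cannot be told apart, since neither reached an adjusted p of 0.05. For each of the 3 genes, all recipients were below all controls (exact permutation p = 0.1). Fewer cells of a kind, or less RNA per cell, stay open and untested.

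Csf1r rose more than Adgre1 and Cd68. Within each animal, Csf1r rose relative to the mean of Adgre1 and Cd68 by 1.88 on the log2 scale (standard error 0.35, exact permutation p = 0.1), a contrast that no choice of reference can move. More cells that carry the 3 transcripts alike would leave it at 0, so the values argue against that explanation. Csf1r was selected by the study on these samples. With that mean as the reference its adjusted p over all other genes was 0.01 from limma. Adgre1 (−0.60) and Cd68 (−0.56) both fell, so this reference raises every gene. The adjusted p does not take this into account, so selection among the genes is not excluded. Adgre1 had a Ct at or past the lowest negative-control Ct in 3 of 6 animals, the recipients, though below each animal's own negative-control wells. A change in other cells that carry Csf1r, or a change within cells, stays open and untested.

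In the same way, Il12rb2 rose relative to the mean of Ifng and Eomes in the same animal by 3.06 (standard error 0.51, exact permutation p = 0.1). More cells that carry the 3 transcripts alike would leave this contrast at 0. Il12rb2 rose by 2.88, while Ifng changed by 0.35 (standard error 0.59) and Eomes by −0.70 (standard error 0.68). These values argue against that explanation for the 3 genes in these animals. Il12rb2 was also selected on these samples. With that mean as the reference its adjusted p over all other genes was 0.103 from limma, so selection among the genes is not excluded. A change of Il12rb2 within cells, or in other cells that carry it, stays open and untested.

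The 2 collagen genes of the plate were compared to ask whether fewer matrix-producing cells, which would lower both alike, could explain the fall of Col3a1. The log2 change of Col3a1 relative to Col1a2 in the same animal was −1.61 (standard error 0.86, exact permutation p = 0.2), within 2 standard errors. Fewer such cells and a change of Col3a1 alone cannot be told apart with 3 animals per group.

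In the authors' deposited table, the fold equals 2 to the power of the ΔΔCt for 79 of the 84 genes, within 0.01 on the log2 scale. It equals 2 to the power of minus the ΔΔCt for 0 of them. The paper describes the latter. For Col3a1, the authors' deposited table gives a ΔΔCt of 1.46 and a fold of 2.76, and for Il12rb2 a ΔΔCt of −2.87 and a fold of 0.137. The values are consistent with a column that gives controls over recipients, so that a fold above 1 in it stands for less RNA in CpG-proB recipients. The ΔΔCt differed from the one computed from the Ct values by more than 0.01 for 5 genes, Mmp13, Mmp1a, Thbs2, Tbx21 and Kit. For Tbx21 the authors' deposited table gives −0.962, and the Ct values give −0.096 with the same reference. The fold did not match the ΔΔCt for Mmp13, Il13, Thbs2, Tbx21 and Il17a. For Mmp13, Thbs2 and Tbx21, the log2 of the fold was within 0.01 of the ΔΔCt computed from the Ct values, so only the ΔΔCt of that table is off there, and for Il13 and Il17a only the fold. Mmp1a and Kit are the genes with missing wells. How these entries arose was not tested.

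For Il10 and Tgfb1, which the paper follows at the protein level in other samples, the skin RNA at day+70 showed no difference beyond the error. The log2 fold change was −0.044 for Il10 (standard error 0.55, exact permutation p = 0.9) and −0.73 for Tgfb1 (standard error 0.51, exact permutation p = 0.2). With the 3 house-keeping genes of the smallest spread, both were above 0. Tgfb1 passed the threshold of the study with the median Ct of the genes of interest as the reference (−1.15).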
